# pcaGoPromoter - An R Package for Biological and Regulatory Interpretation of Principal Components in Genome-Wide Gene Expression Data

**DOI:** 10.1371/journal.pone.0032394

**Published:** 2012-02-27

**Authors:** Morten Hansen, Thomas Alexander Gerds, Ole Haagen Nielsen, Jakob Benedict Seidelin, Jesper Thorvald Troelsen, Jørgen Olsen

## Abstract

Analyzing data obtained from genome-wide gene expression experiments is challenging due to the quantity of variables, the need for multivariate analyses, and the demands of managing large amounts of data. Here we present the R package pcaGoPromoter, which facilitates the interpretation of genome-wide expression data and overcomes the aforementioned problems. In the first step, principal component analysis (PCA) is applied to survey any differences between experiments and possible groupings. The next step is the interpretation of the principal components with respect to both biological function and regulation by predicted transcription factor binding sites. The robustness of the results is evaluated using cross-validation, and illustrative plots of PCA scores and gene ontology terms are available. pcaGoPromoter works with any platform that uses gene symbols or Entrez IDs as probe identifiers. In addition, support for several popular Affymetrix GeneChip platforms is provided. To illustrate the features of the pcaGoPromoter package a serum stimulation experiment was performed and the genome-wide gene expression in the resulting samples was profiled using the Affymetrix Human Genome U133 Plus 2.0 chip. Array data were analyzed using pcaGoPromoter package tools, resulting in a clear separation of the experiments into three groups: controls, serum only and serum with inhibitor. Functional annotation of the axes in the PCA score plot showed the expected serum-promoted biological processes, e.g., cell cycle progression and the predicted involvement of expected transcription factors, including E2F. In addition, unexpected results, e.g., cholesterol synthesis in serum-depleted cells and NF-κB activation in inhibitor treated cells, were noted. In summary, the pcaGoPromoter R package provides a collection of tools for analyzing gene expression data. These tools give an overview of the input data via PCA, functional interpretation by gene ontology terms (biological processes), and an indication of the involvement of possible transcription factors.

## Introduction

Working with genome-wide gene expression data is challenging for the typical molecular biologist with training mainly focusing on laboratory techniques and only to lesser extend in the fields of mathematics or biostatistics. The large number of gene expression measurements available requires a meaningful reduction of the data set to make its results comprehensible. Data typically originate from DNA microarray hybridization experiments or, more recently, from next-generation sequencing experiments. An example of an experiment requiring genome-wide gene expression analysis is the extraction of RNA from a tissue sample taken *in situ* or from an *ex vivo* cultured cell line. The differences in mRNA levels between the different samples can be ascribed to three different effects: consequences of cellular signal transduction, cellular differentiation or the migration of cells into or out of the tissue. Under these circumstances, key transcription factors are responsible for establishing differences in the mRNA levels. Moreover, the transcription factors involved can often be linked to specific biological processes. For instance, the transcription factor NF-κβ is linked to inflammation [1], whereas the transcription factor HNF-4a is linked to lipid metabolism [2]. Therefore, data analysis of genome-wide gene expression data should allow for the interpretation of differences between groups of experiments in terms of transcription factor involvement and functional biological terms.

Several data analysis strategies for genome-wide gene expression data combine an unsupervised approach for reducing the dimension of the dataset with a supervised approach for drawing conclusions (for reviews see [3], [4], [5]). Along with the advent of DNA-microarray technology, cluster analysis has become a popular accompaniment of unsupervised investigations of high-dimensional data. Commonly used cluster analysis methods display gene expression data using heat maps and dendrograms [6], [7], [8]. Principal component analysis (PCA) and the related correspondence analysis (CA) represents another class of explorative unsupervised multivariate analysis methods that provide dimension reduction, and even though the method was first introduced into chemistry and biology in the late 1970's (for review see [9]), it was already described in the early twenties century [10]. The usefulness of PCA for analysis of genome-wide gene expression data has recently been reviewed [11]. However, whereas clusters of microarray hybridization experiments are typically easily distinguishable in standard PCA plots with few dimensions, the axes are not easily interpretable. We have previously demonstrated that PCA can provide an experiment-oriented view in combination with a functional interpretation of the PCA axes with respect to transcription factor involvement and biological function [12], [13], [14]. Although it is currently possible to link PCA with annotation analysis and overrepresentation analysis of predicted transcription factor binding sites, no software package available is designed to streamline this analysis strategy. It is necessary to use several software packages and to reformat the data between the different packages. Moreover, the bioconductor repository [15] holds at present 516 R packages, but none of these packages implement a transcription factor binding site overrepresentation analysis algorithm. Some of the bioconductor packages implement PCA (e.g. MADE4 [16] and pcaMethods [17]) and others annotation analysis (e.g. GOseq [18] and GOstats [19]), but these packages are not designed to work together. It was therefore the purpose of the present work to develop a single R package with a number of wrapper functions that would easily combine PCA with annotation analysis and transcription factor binding site overrepresentation analysis. Thus, the coupling of the intuitive understanding of differences between groups of experiments, the potential involvement of transcription factors and biological processes is automated by the pcaGoPromoter package. Compared with other commercial and open source pathway analysis software [20], the pcaGoPromoter is unique in using PCA score plot interpretations.

Currently, the package provides fast and straightforward data analysis for any genome-wide gene expression data platform using gene symbols or Entrez IDs as probe identifiers. In addition, several Affymetrix GeneChip platforms are also supported. In this work, we describe a serum stimulation experiment using human monocytes that was specifically designed to illustrate the use of the pcaGoPromoter package algorithms and tools.

## Materials and Methods

### Program description

The pcaGoPromoter package provides functions that have been designed for use with any gene expression analysis platform. In this report, however, we use data derived from the Affymetrix GeneChip platform for exemplification. The overall idea was to achieve an interpretation of the score plot axes of a PCA (function pca) in terms of biological processes (function GOtree) and the transcription factors involved (function primo).

A pcaGopromoter online version providing access to the most important plot functions is available at http://gastro.sund.ku.dk/brew/pcaGoPromoter.html.

### Data import

The pcaGoPromoter package supports Bioconductor's ExpressionSet class [15], however, in addition any normalized data can be used when formatted as a table with either Affymetrix probe set IDs, gene symbols or Entrez IDs as row names and experiment IDs as column identifiers. The serum stimulation data used as an example in the present work originated from the Affymetrix GeneChip platform, and the required pre-processing of the CEL files was performed with the affy package [21]. A data object was created with the ReadAffy function. Background correction and normalization was performed using the rma function [22]. The pca and GOtree functions work with any Affymetrix GeneChip, which is supported by Affymetrix CDF files, whereas the primo function comes with data files that support the most popular human (HG-U133 plus 2.0 and Human Gene ST 1.0), mouse (Mouse Genome 430 2.0 Array) and rat (Rat Genome 230 2.0 Array) GeneChip arrays. In addition the primoData function allows custom data files for primo to be produced by the user.

### Principal component analysis using the function pca

PCA is a well-established method for multivariate analyses [9], [23]. PCA reduces dimensionality by projecting experiments (each hybridization experiment) into a new subspace with fewer dimensions than the original space of the variables (in our case probe set IDs). It is important to note that PCA also can be used with the experiments as variables. pcaGoPromoter is, however, only intended for use in a setting with probes as variables. Each hybridization experiment yielded a vector of p expression levels **X_i_** referring to p probe set IDs on the chip. The data from n hybridization experiments were used to compute 

 principal components:
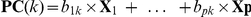
where 
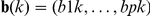
 is a loading vector which satisfies the constraint 

. The first principal component **PC**(1) explains most of the variance of the data, the second principal component **PC**(2) second most, and so forth.

The loading b_pk_ quantifies the importance of the p′^th^ probe set ID on the chip for the k′^th^ dimension of the reduced predictor space. The sign and magnitude of the loadings were used to find important probe set IDs for functional interpretation.

In pcaGoPromoter, the function pca calculates the principal components of a data matrix with hybridization experiments in columns and probe set IDs in rows, by internally calling the function prcomp of the R base package ‘stats’. It should be noted that pca uses the transformed input matrix for calculations, as the convention for PCA is that experiment are in rows and variables in columns. The function getRankedProbeIds works on pca objects and is used to select the most important positive and negative probe set IDs based on their loadings. Going forward, we use a selection of the 2.5% probes set IDs with highest or lowest loadings, respectively, as an example. In a separate section under the Results and discussion section the selection of this parameter is discussed.

### Mapping principal component axes to enriched gene ontology terms using the function GOtree

We were interested in joining a functional interpretation to the directions of the axes for each principal component in the PCA score plot. The Gene Ontology (GO) Consortium [24] provides a set of databases that contain functional annotations for genes. The pcaGoPromoter package associates GO terms with biological processes for each principal component in both directions. This is done by calculating the overrepresentation of the GO terms in the annotation of genes with high absolute loadings for each principal component. This calculation is performed using the function GOtree, which operates either on the Affymetrix probe set IDs, gene symbols, or Entrez IDs. In case the input is not of class ExpressionSet, the input type is controlled with the argument inputType for the function GOtree. Objects obtained with the function GOtree are then visualized in a tree structure of overrepresented GO terms along with their corresponding p-values. The calculation for overrepresentation can be performed using either Fisher's exact test for proportions, or with an exact test for the number of successes in a Bernoulli sequence (controlled with the argument statisticalTest). The calculation details for overrepresentation of annotation terms in gene lists have earlier been published [25], [26].

### Mapping principal component axes to enriched promoter cis-elements using the functions primoData and primo

Transcription factors can be organized according to their DNA-binding motifs. The TRANSFAC database [27] and the Jaspar database [28] contain information about consensus DNA-binding motifs for a wide variety of transcription factors. Information about the binding sequences is organized in position weight matrices.

The primoData function is used to generate a table with information about potential transcription factor binding sites discovered by searching promoters for matches to position weight matrices. The function is based on a previously published algorithm [29], which was implemented with some modifications in C++ (as PRIMO: PRomoter Integration in Microarray result Organization) [30] and in R for the pcaGoPromoter package in the present work. Fig. 1 illustrates the search algorithm for determining transcription factor binding sites using position weight matrices. The threshold score is calculated for each position weight matrix as the threshold that generates hits in a given percentage of all the promoters with a default of 10%, which is suggested in the original description of the algorithm [29]. When the highest possible score for position weight matrix identify more binding sites than 10% of all promoters, the highest possible threshold is chosen. The selection of the threshold for reporting a hit is thus based on the distribution of scores for a given position weight matrix in the promoter set being used. Other strategies for threshold selection based on e.g. a core motif [31] or motif conservation across species [32] have also been described in the literature. The primoData function is thus a tool for inclusion of custom promoter sets in the analysis. It takes as inputs two arguments (promoters, matrices). The promoters argument is a list with two elements. The first element is a list of Refseq identifiers and the second list element is a list of promoter sequences. The R command

Promoters <- pcaGoPromoters:::primoData.getPromoter( filename )

loads promoter sequences from a file in FASTA format into the promoters variable . The matrices argument is an R list of list elements. Each list element contain 3 data elements (baseId, name and pwm). baseId is a character vector with a base id, name is a character vector with the common name for the matrix, pwm is a position weight matrix with the base A,C,G,T in rows and the weights in columns. The primoData function is, however, only intended to be used by experts in bioinformatics because it requires a certain level of bioinformatics skills to obtain and format the input files from the public databases. In addition the function requires much processor time. The output of primoData is a data file to be used with the function primo, which is the function that actually joins the promoter analysis to the PCA analysis.

**Figure 1:**
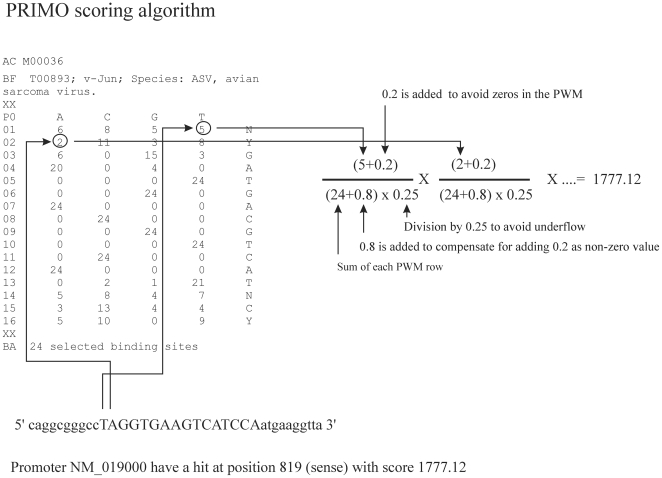
Description of the PRIMO algorithm. This figure shows the calculation of a position weight matrix (PWM) score for a specific DNA sequence. The sequence window under calculation is shown at the bottom in capital letters. To the left is the PWM, which can be obtained from the Transfac or Jaspar databases. A value for each position was calculated based on the PWM value for the specific base. Underflow and the trivial zero result (if zero occurs in the PWM) were avoided as indicated.

The R command:

myPrimoData <- primoData (promoters , fewMatrices)

calculates the myPrimoData object on custom promters and pwm matrices and the R command:

TFs <- primo( myLoadings , primoData  =  myPrimoData)

Calculates cis-element overrepresentation analysis on the set of probe set IDs (myLoadings) using the custom data.

To ease the use of the pcaGoPromoter package precalculated data files for promoters in the human, mouse and rat genomes are available on the project home pages (bioconductor and google.code). For these genomes, binding sites have been identified for promoter regions upstream of reference sequence mRNA transcripts (Refseq) [33]. We have defined the promoter region as 100 base pairs downstream and 1000 base pairs upstream of the 5′ end of each Refseq mRNA transcript, for a total of 1100 base pairs.

The input for primo is an object of class ExpressionSet. Alternatively a vector with either Affymetrix probe set IDs, gene symbols or Entrez IDs can be used in which case information about the organism is required and entered as the “org” argument. An option allows for the selection of multiple test correction using the argument p.adjust.method with the default being the false discovery rate. The result is a list of possible transcription factor binding sites that are either over- or underrepresented.

### Data – serum stimulation of a human monocyte cell line

To illustrate the use of pcaGoPromoter, including the rationale behind the analysis strategy, an experiment was designed and conducted. A serum-starved human monocyte cell line (ATCC Number: CRL-9853) was stimulated by serum in the presence (10 nM) or absence of the specific Erk-1/2 inhibitor, U0126 [34]. Twenty-two hours after serum addition, cells were harvested. RNA was extracted, and gene expression was analyzed by Affymetrix Human Genome U133 plus 2.0 arrays. 

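RNA was measured on 13 arrays, 5 of serum-starved control cells, 3 of cells given serum only and 5 of cells given serum with inhibitor. CRL-9853 is an established human cell line, and U0126 blocks MEK, the kinase that activates Erk-1/2. All bottles were filled from a single culture, so a p-value measures the spread between bottles of that culture, and the number of arrays limits the precision of every value. Control cells were kept without serum for 40 h. The other cells were kept without serum for 18 h and then with serum for 22 h, and the sample labels give 1.6 ml of serum for each bottle. The dose of U0126 is 10 nM in the paper and 10 µM by the amounts in the sample labels, and the bottles without inhibitor received its solvent, DMSO. The authors read the arrays with the affy package and computed RMA values, which are log2 intensities after background correction, quantile normalization between arrays and summary over the probes of each probe set. The deposited values cover 54613 probe sets and range from 2.69 to 15.08. The medians of the arrays lay between 5.26 and 5.30, and 2 arrays of the same group had a correlation of 0.996 to 0.998 over probe sets. Groups were compared with limma in a fit of all 13 arrays with a mean for each group. It gives a log2 difference with its standard error (SE) and a p-value adjusted by the Benjamini-Hochberg method over all 54613 probe sets, and a probe set was taken as changed at an adjusted p under 0.05. A gene was read from the brightest of its probe sets that have 1 gene symbol, which gave 19775 genes. Pathways were read through 34 gene lists written before the data were examined, since the GO annotation of the package was not used here. For a list the numbers of changed genes are given, with the numbers found when p-values are adjusted over the list alone. The list as a whole was compared with all other genes by camera, with a preset correlation of 0.01 between its genes and adjustment over the 34 lists. For the PCA every probe set was centred and scaled to unit variance. Signal over background was not measured, so the size of a difference is open where a level lies near the array medians or below. Another probe set of a gene, another scaling or another test could change these numbers.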

Thirteen experiments were performed: five control experiments (serum-starved), three serum-stimulated, and five serum-stimulated in the presence of the inhibitor U0126. The addition of serum and inhibitor represented experimental manipulations, and these steps should be reflected in the independent effects identifiable in the principal components. Serum response is related to cell cycle progression [35], which in turn is regulated by E2F transcription factors [36]. Members of the Ets and Elk transcription factor families are the immediate early downstream nuclear targets of Erk-1/2 signaling [37], whereas activation of E2F transcription factors is a later event. Thus, it was expected that three groups of experiments would be discernible in the principal component analysis. Cell cycle progression should be reflected in the gene ontology analysis, and the Ets, ELK and E2F transcription factors were predicted to be revealed in the PRIMO analysis. Therefore, this experiment is well-suited to illustrate the functional interpretation of principal component score plot axes using overrepresentation analysis of annotation terms and predicted transcription factor binding sites. Data from the serum stimulation experiment are available at the gene expression omnibus under the accession number GSE27071 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=nvydbmmukoikora&acc=GSE27071).

## Results and Discussion

### Functional interpretation of monocyte serum response

The Affymetrix CEL files were read into R using the affy package followed by calculation of a normalized gene expression measure for each probe set ID using rma.

library(affy)

chipdata <- ReadAffy()

chipdataRMA <- rma(chipdata)

Load the pcaGoPromoter package.

library(pcaGoPromoter)

Do everything in one command (“groups” annotate experiments into classes in the plot. The variable is predefined to contain the classes: “control”, “serumInhib” and “serumOnly”):

pcaInfoPlot(chipdataRMA, groups = groups)

The resulting score plot (Fig. 2) displays the first two principal components. The experiments are colored according to the grouping vector, and a shaded ellipse marks the 95% confidence interval for the class. 

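Serum alone changed 5292 of 54613 probe sets (9.69%) relative to serum-starved control cells, 2135 of them higher and 3157 lower. In serum with inhibitor 6165 (11.3%) differed from control, 3691 higher and 2474 lower, and the 2 serum groups differed from each other in 7934 (14.5%), of which 4876 were higher with the inhibitor and 3058 lower. Changes of more than 2-fold were found for 89, 153 and 35 probe sets in these 3 comparisons. VPREB3, a chaperone of the B-cell receptor, rose in both serum groups, with log2 differences from control of 2.44 ± 0.08 (SE, n = 3 and 5 arrays) in serum only and 2.42 ± 0.07 (n = 5 and 5) in serum with inhibitor. So did ID3, an inhibitor of helix-loop-helix transcription factors (1.60 ± 0.06 and 1.74 ± 0.05), and the chemokine receptor gene CXCR4 (1.32 ± 0.08 and 1.73 ± 0.07). The cytokine gene IFNG fell in both, by log2 differences of −1.72 ± 0.09 and −2.72 ± 0.08, and so did the chemokine genes XCL1 by −1.76 ± 0.10 and −2.24 ± 0.09, CXCL8 by −1.70 ± 0.08 and −1.70 ± 0.07 and CCL4 by −1.58 ± 0.07 and −1.98 ± 0.06. For these 7 genes the adjusted p lay between 2.6e-11 and 3.3e-08 in serum only and between 2.8e-12 and 3.2e-10 in serum with inhibitor. The B-cell surface protein gene MS4A1 had a mean level of 14.23 in control, with replicate 3 apart at 14.08. Of 24 genes of T, NK and B cells, 2 rose in serum only (BLK and NKG7) and 0 fell, and 5 rose and 0 fell in serum with inhibitor (3 and 0, and 6 and 0, when adjusted over the list alone). The B-cell kinase gene BLK rose by 0.98 ± 0.06 in serum with inhibitor. In serum only the calls of BLK and NKG7 are lost in 5 and 6 of 13 runs without 1 array. The counts that involve serum only rest on 3 arrays. Without serum only replicate 2 or 3, 3206 or 3459 probe sets differed between serum only and control, and 4939 or 5082 between the serum groups.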

The experiments were grouped in clusters as expected: top (control), bottom left (serum only) and bottom right (serum with inhibitor). The three groups were separated along the 1^st^ principal component axis (x-axis), which explained 21% of the variance. This axis illustrates the portion of the serum effect influenced by the Erk-1/2 inhibitor. 

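The serum only arrays had the lowest scores on the 1st principal component, with a mean of −144 ± 17.1 (SD, n = 3, range −154 to −124). Control arrays were in the middle at −19.2 ± 44.3 (n = 5, −66.0 to 28.9), and the arrays of serum with inhibitor were highest at 106 ± 39.8 (n = 5, 58.0 to 140). The ranges of the 3 groups did not overlap. CYP1B1, a cytochrome P450, followed this order, with log2 differences from control of −0.70 ± 0.07 (adjusted p = 1e-05) in serum only and 0.60 ± 0.06 (adjusted p = 6.4e-06) in serum with inhibitor. Its relative CYP1A1 rose by 2.16 ± 0.10 in serum with inhibitor (adjusted p = 7.8e-10), while its difference in serum only was 0.13 ± 0.12 (adjusted p = 0.59). Serum with inhibitor replicate 1 lay apart in CYP1A1, at 8.37. The component explained 20.5% of the variance. In two-sided exact permutation tests of the mean score, serum only differed from control and from serum with inhibitor with p = 0.0179 each, the smallest p that the 56 splits of 5 and 3 arrays allow. Control and serum with inhibitor differed with an exact p = 0.00794, the smallest that splits of 5 and 5 arrays allow, and all 3 had an adjusted p = 0.0214 over the 6 comparisons on both components. The axes were fitted on the same arrays. When serum only replicate 2 or 3 was left out, the exact p was 0.0952 for serum only against control (adjusted p = 0.0952) and 0.0476, the smallest that 21 splits allow, for the serum groups (adjusted p = 0.0571), and neither passed. Both had an adjusted p = 0.0476 without replicate 1. With probe sets centred but not scaled the order on the 1st component changed. Control then had the lowest mean score (−16.2), serum only was at −9.49 and serum with inhibitor at 21.9. The interquartile range over probe sets was 3.77 to 3.83 on the arrays of serum with inhibitor, 3.72 to 3.74 on those of serum only and 3.71 to 3.83 on control arrays.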

The control group was separated from the others along the 2^nd^ principal component axis (y-axis), which explained 16% of the variance. This axis illustrates the portion of the serum effect that is independent of the Erk-1/2 inhibitor. 

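On the 2nd principal component the control arrays had a mean score of 103 ± 62.8 (SD, n = 5, range 28.7 to 201, with replicate 3 at the top). Both serum groups lay below 0, serum only at −73.5 ± 1.14 (n = 3, −74.6 to −72.3) and serum with inhibitor at −58.7 ± 12.3 (n = 5, −71.1 to −38.8). The component explained 15.7% of the variance. Control differed from serum only with p = 0.0179 and from serum with inhibitor with p = 0.00794 (two-sided exact permutation tests, adjusted p = 0.0214 for both). Between the serum groups the exact p was 0.0714 (adjusted p = 0.0714). It passed, at an adjusted p up to 0.0476, without control replicate 3 or 5 or serum only replicate 1, with dim probe sets left out and with 1 probe set per gene, each with serum only lower, and without serum with inhibitor replicate 1, 4 or 5, where serum only was higher (without replicate 1 the means were −54.8 and −83.2). With probe sets centred only the axes turn, and the component set serum only (−27.8 to −22.5) against control (3.22 to 22.2) and serum with inhibitor (−2.81 to 7.48). Control against serum only did not pass without control replicate 4 (adjusted p = 0.0686) or control replicate 5 (adjusted p = 0.0571). When serum only replicate 2 or 3 was left out, its exact p of 0.0476 was the smallest that 21 splits allow (adjusted p = 0.0571), and the means of serum only and control were −117 and 82.6, or −124 and 82.9.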

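Relative to control, 679 probe sets were higher and 1089 lower in both serum groups, and 224 changed in opposite directions. CTSB and CTSZ, which encode lysosomal proteases, were among the genes that rose. CTSB had log2 differences of 1.01 ± 0.05 in serum only and 1.19 ± 0.04 in serum with inhibitor (adjusted p = 5.1e-09 and 4.7e-11), and CTSZ of 0.96 ± 0.06 and 1.06 ± 0.05 (adjusted p = 2.7e-08 and 7.7e-10; SE, n = 3 or 5 against 5). Of the 36 measured genes of lysosomes and autophagy, 5 were higher and 12 lower in serum only (5 and 14 when adjusted over the list alone), and 13 higher and 4 lower in serum with inhibitor (14 and 5). Fewer were lower in serum only when serum only replicate 3 was left out. Camera gave an adjusted p = 0.0063 in serum only and 0.0027 in serum with inhibitor, and adjusted p = 0.18 and 0.17 with an estimated correlation. CHAC1, which degrades glutathione, and CTH, which makes cysteine, fell in both groups, CHAC1 with differences of −1.32 ± 0.09 and −1.24 ± 0.08 and CTH with −1.30 ± 0.09 and −1.35 ± 0.08 (adjusted p from 7e-09 to 1.3e-07). Both comparisons use the same 5 control arrays. Over probe sets their log2 differences had a correlation of 0.438, and simulated unchanged groups against these controls gave 0.434. The covariance was 0.0127 against 0.0030 in the simulation, a difference of 0.0097. Simulated groups shared 0 changed probe sets, but they hold no changes, so this 0 is no reference for the shared numbers. Independent lists of these lengths would share 144 higher and 143 lower, but lists with the same controls are not independent. With the control arrays divided between both comparisons, in 20 ways, the correlation was 0.289 (0.157 to 0.402) and the covariance 0.0093 (0.0056 to 0.0122).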

The axes were annotated with the top overrepresented GO terms and predicted transcription factor binding sites. 

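Genes of DNA replication and mitosis were frequent among the 1365 probe sets (2.5%) with the most negative loadings on the 1st principal component, which hold the chosen probe set of 730 of 19775 genes (3.69%). Of 54 measured genes of the G2 and M phases, 25 were among them, 12.5 times the share of all genes. They include CDK1, the kinase that drives entry into mitosis, DLGAP5, a protein of the mitotic spindle, and MKI67, the marker of proliferating cells. Of 42 measured S phase genes, 14 were among them (9.03 times), such as CDC6, which loads the replicative helicase onto DNA, MCM4, a subunit of that helicase, and FEN1, a nuclease that processes Okazaki fragments. One-sided Fisher's exact tests gave p = 6.2e-22 and p = 1.6e-10 (adjusted p = 1.1e-20 and 1.3e-09 over the lists). Such a test treats genes as independent, while genes of a list vary together (estimated correlation of 0.10 in both lists). Its p-values, here and below, are therefore not to be read as error rates. With probe sets centred but not scaled to unit variance, 4 and 1 were among the most negative loadings of the 1st component (exact p = 0.074 and 0.71), and 24 and 24 among those of the 2nd. With dim probe sets left out they were 16 and 5 on the 1st (9.08 and 3.65 times).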

The cell cycle progression was reflected in the negative direction of the 1^st^ principal component axis. Involvement of E2F and Ets transcription factors was predicted, because binding sites in gene promoters influence this direction of the axis.

**Figure 2:**
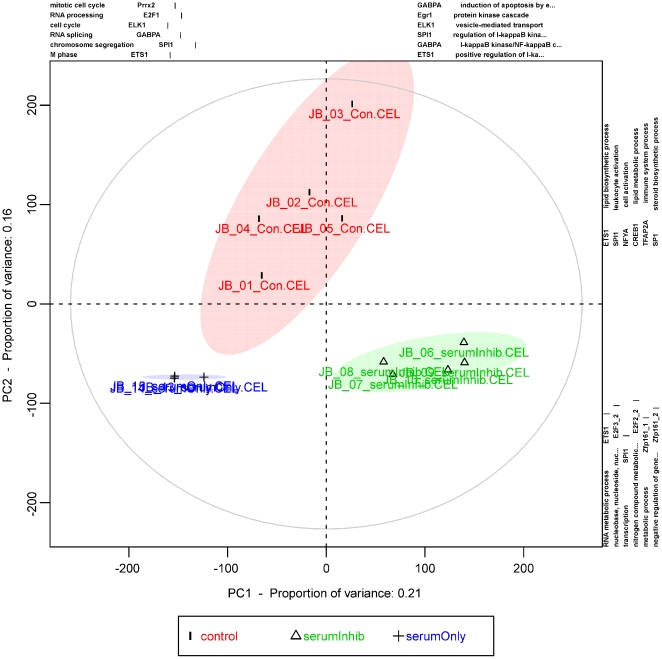
Principal component analysis score plot using pcaInfoPlot(). This plot shows the output from the function pcaInfoPlot(). This function makes a principal component analysis score plot and applies functional annotation to the axis. The plot shows the experiments of the three experimental groups (control, serum only and serum with inhibitor) separated into three clusters. The 1^st^ principal component (PC1), which contained 21% of the variance, shows the differences in gene expression caused by the inhibitor and the serum. The serum-only group (serumOnly) is in the most negative direction. The control group is in the middle. The serum with inhibitor (serumInhib) group is in the positive direction. The 2^nd^ principal component (PC2), which contained 16% of the variance, shows the effect of the added serum. The control group is in the positive direction, and the serum-supplemented groups (serumOnly and serumInhib) are in the negative direction. Each axis is functionally annotated with the five most significant GO terms (biological processes) and the five most significant overrepresented predicted transcription factor binding sites.

The pcaInfoPlot function is designed to perform the key calculations required for functional interpretations of the PCA. The underlying calculations can be conducted individually with possibilities for choosing additional options as explained in the following.

Run PCA:

pcaObj <- pca(chipdataRMA)

The probe set IDs on the GeneChip can now be ranked according to their effect on the projection of the experiments into the new subspace defined by the 1^st^ and 2^nd^ principal component. The function getRankedProbeIds generates a ranked list of the probe set IDs that mostly contribute for placing experiments along the chosen principal component, here set by the argument “pc”:

probesPC1neg <- getRankedProbeIds(pcaObj, pc = 1, decreasing = FALSE)[1∶1365]

The number of probe set IDs chosen (1365) constitutes 1365/54613 = 2.5% of the total number of probe set IDs on the HG-U133 Plus 2.0 array.

The probes associated with the negative direction of the first principal component axis can now be interpreted in terms of biological processes:

GOtreeObj <- GOtree(probesPC1neg)

GOtree returns an object that lists all the GO terms with one or more genes, the total number of genes found for the term and a p-value calculated using an exact binominal test (binom.test(x, n, p)).

x: number of successes (number of probes in the extreme loading list having the specified GO term)

n: number of experiments (the total number of probes having the specified GO term)

p: the hypothesized probability of success (number of probes in the extreme loading list/total number of genes used in expression analysis)

Fisher's exact test for proportions can be used (option: significance Method = “fisher”)

Using the command plot(GOtreeObj) plots a tree view (Fig. 3) of the relations between the GO terms.

**Figure 3:**
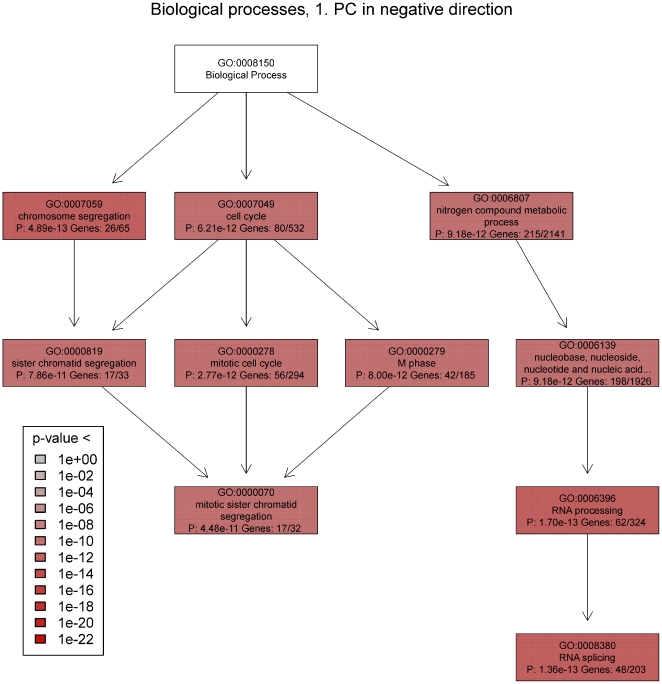
Negative direction PC1 gene ontology tree using 1365 probes. Significantly overrepresented gene ontology terms (biological processes) in the negative direction of the 1^st^ principal component using 2.5% of the most important probes were used to draw a tree graph. The gene ontology (GO) tree starts with the top term ‘biological process’ and then splits out into more specific terms. Box color indicates the p-value range. Each box contains the name of the process, the GO term number, the p-value, the number of genes in the subset and the total number of genes, which are annotated using this term. The GO tree splits into two major branches. The upper branch indicates cell division by mitosis, and the lower branch indicates mRNA processing.

As seen in the pcaInfoPlot (Fig. 2), this analysis identified the two major branches in the GOtree of overrepresented biological processes. One branch was related to the cell cycle, and the other was related to RNA metabolism. 

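Genes of RNA splicing and of ribosome production accompanied the cell cycle genes on the negative side of the 1st principal component. Of 108 measured splicing genes 18 were among the 1365 probe sets (4.51 times the share of all genes; one-sided Fisher's exact test, p = 8.1e-08), and of 53 genes of ribosome biogenesis 15 (7.67 times, exact p = 4.7e-10). Between groups, 29 splicing genes were lower and 6 higher in serum with inhibitor than in serum only (39 and 8 when adjusted over the list alone), and 23 were higher and 3 lower in serum only than in control (38 and 3). PPIH, a cyclophilin of the spliceosome, had a log2 difference of −0.40 ± 0.05 between the serum groups (SE, n = 5 and 3 arrays, adjusted p = 0.00014), whereas the splicing kinase gene CLK4 (0.48 ± 0.06, adjusted p = 8.5e-05) and the RNA helicase gene DDX5 (0.35 ± 0.06, adjusted p = 0.00082) were higher with the inhibitor. Camera gave an adjusted p = 1e-05 for the splicing list between the serum groups and 7.4e-08 for serum only against control, and adjusted p = 0.22 and 0.12 with an estimated correlation. Of the ribosome biogenesis genes, 24 were lower and 1 higher with the inhibitor than in serum only (29 and 2 when adjusted over the list alone; adjusted p = 1.6e-10, and adjusted p = 0.1 with an estimated correlation). Relative to control 7 were higher and 1 lower in serum only (9 and 2 when adjusted over the list alone; adjusted p = 0.0089, and adjusted p = 0.46 with an estimated correlation), and 2 higher and 10 lower in serum with inhibitor (2 and 15; adjusted p = 3.6e-08, and adjusted p = 0.17 with an estimated correlation). TSR1, which matures the small ribosomal subunit, rose by 0.33 ± 0.06 in serum only (adjusted p = 0.0016) and had a difference from control of −0.26 ± 0.05 in serum with inhibitor (adjusted p = 0.0024). BRIX1, which matures the large subunit, behaved likewise, at 0.26 ± 0.05 and −0.24 ± 0.05 (adjusted p = 0.0062 and 0.0031). These counts move with single arrays. The 23 splicing genes became 10 and 14 without control replicate 2 and 5, and 6, 7 and 7 without serum only replicate 1, 2 and 3, and 5 without both control replicate 3 and serum only replicate 1. The 29 became 19 and 16 without serum only replicate 1 and 2, and the 24 ribosome biogenesis genes 14 without either. The share of splicing genes among the negative loadings was 3.03, 2.33 and 2.36 times that of all genes without serum only replicate 1, 2 and 3, and 2.55 times with dim probe sets left out. With probe sets centred but not scaled 0 splicing genes were among these loadings (exact p = 1) and 5 genes of ribosome biogenesis (3.21 times, exact p = 0.019).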

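Chromosome segregation genes rose in serum only and were lower again in the presence of the inhibitor. Of 72 measured genes, 48 were higher and 0 lower in serum only than in control (59 and 0 when adjusted over the list alone), and 53 were lower and 0 higher in serum with inhibitor than in serum only (58 and 0). BUB1, a kinase of the spindle checkpoint, had log2 differences of 0.32 ± 0.05 in serum only against control (SE, n = 3 and 5 arrays, adjusted p = 0.00084) and −0.42 ± 0.05 in serum with inhibitor against serum only (n = 5 and 3, adjusted p = 9.9e-05). For SMC2, a core subunit of condensin, they were 0.50 ± 0.06 and −0.45 ± 0.06 (adjusted p = 0.00013 and 0.00031), and for the kinetochore gene CENPH 0.41 ± 0.06 and −0.59 ± 0.06 (adjusted p = 0.00053 and 2.7e-05). Serum with inhibitor differed from control in 6 of the genes, with the kinetochore genes SPC24 (0.29 ± 0.06) and KNL1 (0.25 ± 0.06, with control replicate 3 apart at 9.64) higher and CENPH (−0.18 ± 0.05), CENPI (−0.18 ± 0.06), KNTC1 (−0.19 ± 0.04) and the condensin gene NCAPG2 (−0.13 ± 0.04) lower (2 higher and 1 lower when adjusted over the list alone). There the calls of CENPH and NCAPG2 are lost in 8 and 12 of 13 runs without 1 array. Camera gave an adjusted p = 4.8e-27 for the rise, 2.6e-27 between the serum groups and 0.11 for serum with inhibitor against control. With an estimated correlation the first 2 were adjusted p = 0.0011 and 0.0017. Among the most negative loadings of the 1st principal component were 29 of the genes, 10.9 times the share of all genes (one-sided Fisher's exact test, p = 4.2e-23), including BUB1, CENPH and NCAPG2. Without serum only replicate 1, 2 or 3 they were 17, 12 or 11 (6.45, 4.67 or 4.33 times), and with dim probe sets left out 15 (6.38 times). With probe sets centred but not scaled they were 5 (exact p = 0.06), and 29 were among the most negative loadings of the 2nd component.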

The final leaf on the cell cycle branch in the GO tree (Fig. 3) was the term “mitotic sister chromatid segregation”. Thus, the 2.5% of genes with the most negative loadings in the 1^st^ principal component have an overrepresentation of annotation terms related to progression in the cell cycle. This was as expected for the “serum only” experiments, which were projected towards negative values of the 1^st^ principal component. Moreover, it can be hypothesized that the “serum inhibitor” experiments were also inhibited in cell cycle progression. This hypothesis requires experimental validation, e.g., DNA synthesis measurements using labeled nucleosides. It should be noted that the terms “negative” and “positive” only refer to the signs of the loadings following the PCA. 

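In serum only, 36 of 42 measured S phase genes and 42 of 54 genes of the G2 and M phases were higher than in control, and 0 and 0 were lower (41 and 48 higher when adjusted over the list alone). RFC3, a subunit of the clamp loader of DNA polymerase, rose by 0.54 ± 0.07 on the log2 scale (SE, n = 3 and 5 arrays, adjusted p = 0.0001, with control replicate 3 apart at 10.10), MCM4 by 0.48 ± 0.06 (adjusted p = 5.1e-05) and GINS1, a part of the replicative helicase, by 0.43 ± 0.05 (adjusted p = 9.1e-05). Among the G2 and M phase genes, the centrosome kinase gene NEK2 rose by 0.60 ± 0.07 (adjusted p = 3.3e-05), DLGAP5 by 0.46 ± 0.05 (adjusted p = 5.2e-05), TPX2, a spindle assembly factor, by 0.44 ± 0.05 (adjusted p = 6.9e-05) and MKI67 by 0.40 ± 0.05 (adjusted p = 9.4e-05). The median log2 difference was 0.35 for the S phase list (adjusted p = 1.3e-31 against all other genes, and 0.0008 with an estimated correlation) and 0.32 for the G2 and M phase list (adjusted p = 3.7e-30, and 0.0011).

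**Figure D1:**
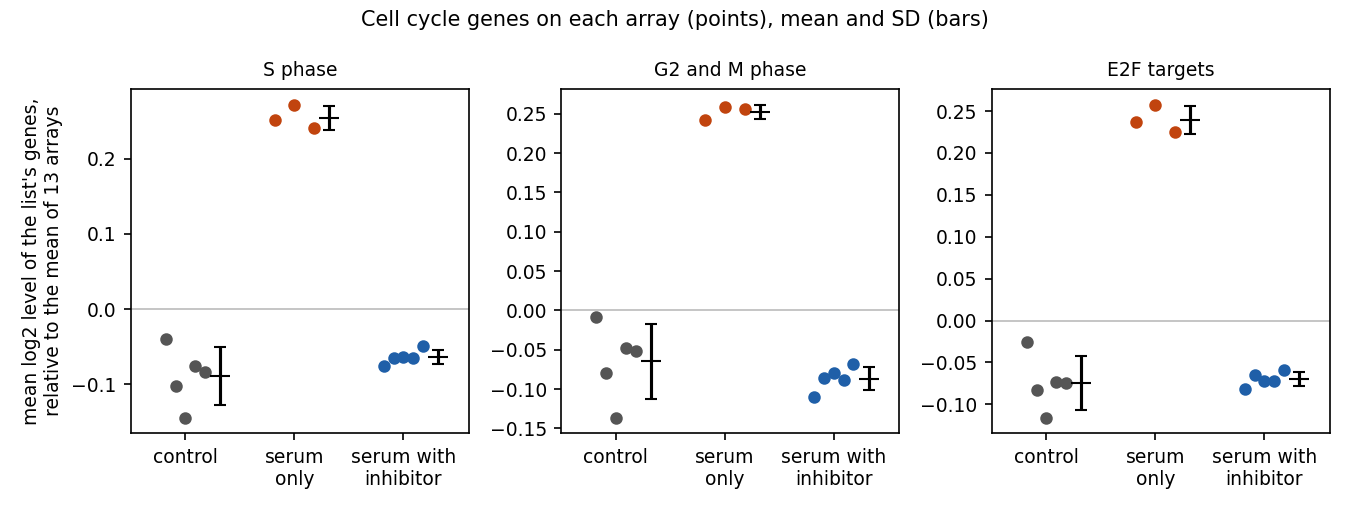
Mean log2 level of the S phase, G2 and M phase and E2F target genes on each array, relative to the mean of all 13 arrays. Points are arrays, and bars are the mean and SD of the 5 control, 3 serum only and 5 serum with inhibitor arrays. In each panel the 3 serum only arrays lie above all control and serum with inhibitor arrays.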

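In serum with inhibitor the cell cycle genes were below their level in serum only. Of the S phase genes 36 were lower and 0 higher (41 and 0 when adjusted over the list alone), and of the G2 and M phase genes 47 were lower and 1 higher (49 and 1), the higher one being PIMREG, a mitotic regulator (0.32 ± 0.09, adjusted p = 0.027, a call lost in 5 of 13 runs without 1 array). PSRC1, which binds spindle microtubules, had a log2 difference between the serum groups of −0.61 ± 0.06 (SE, n = 5 and 3 arrays, adjusted p = 2.4e-05, with serum with inhibitor replicate 1 apart at 7.16), CDK1 of −0.55 ± 0.09 (adjusted p = 0.0012) and DLGAP5 of −0.52 ± 0.05 (adjusted p = 2.2e-05). Relative to control, 5 S phase genes were higher and 2 lower in serum with inhibitor, and 2 G2 and M phase genes were higher (PIMREG and CBX5) and 1 lower (HMMR), and the others did not pass the test. The calls of CBX5 and HMMR are lost in 6 and 3 of 13 runs without 1 array. MKI67, for example, had a difference from control of −0.04 ± 0.04 (adjusted p = 0.66) and MCM4 of −0.02 ± 0.05 (adjusted p = 0.88). Against all other genes the S phase list gave an adjusted p = 6.3e-26 between the serum groups and 0.69 for serum with inhibitor against control, and the G2 and M phase list 6.5e-28 and 0.2. With an estimated correlation both lists gave an adjusted p = 0.0017 between the serum groups. Hypoxia genes also differed there, with 13 of 30 lower and 2 higher with the inhibitor (18 and 2 when adjusted over the list alone; adjusted p = 3.2e-06, and adjusted p = 0.47 with an estimated correlation). Their mean level relative to all arrays was −0.21 in serum only replicate 1, against 0.26 and 0.34 in the other two, and without serum only replicate 2 or 3 the count of lower genes was 6 or 5, and without both control replicate 3 and serum only replicate 1 it was 21. The list's median log2 difference between the serum groups was −0.22, and by the methods' t-test, which has the same differences, the calls of the lower genes were lost (0 lower and 2 higher). From cell cycle terms at the negative end of the axis, toward which the serum only arrays were projected, the paper hypothesizes that cells given serum with inhibitor were held back in the cell cycle.

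**Figure D2:**
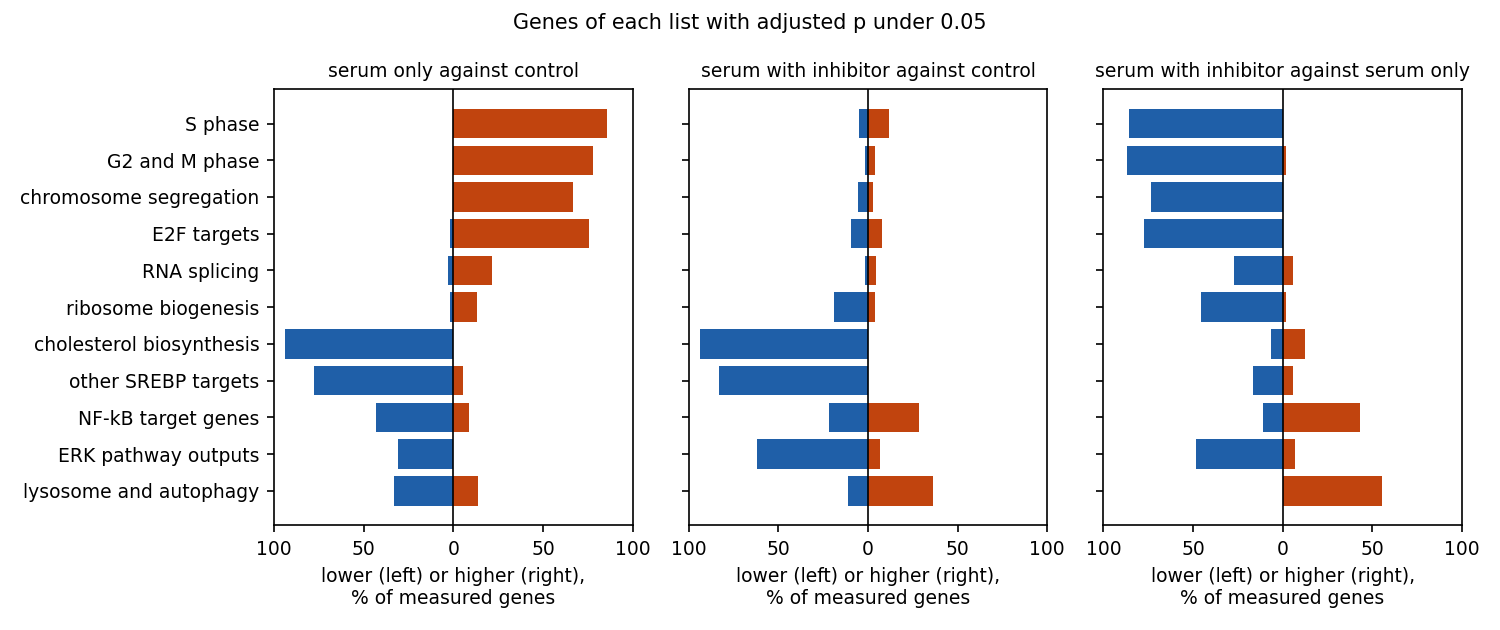
Percent of the measured genes of 11 lists that were lower (bars to the left) or higher (bars to the right) at an adjusted p under 0.05, for each of the 3 comparisons. The cell cycle lists have long bars to the right in serum only against control and to the left in serum with inhibitor against serum only, with short bars between serum with inhibitor and control.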

The terms are thus purely mathematical and have no biological meaning.

Interestingly, GO overrepresentation analyses of the positive PC2 direction revealed overrepresentation of the term “cholesterol biosynthetic process” (p = 3.86×10^−5^). The function GOtreeHits found eight genes in the PC2 positive loadings annotated with this term. 

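Genes of cholesterol biosynthesis were lower in both serum groups than in control. Of 16 measured genes 15 were lower in serum only and 15 in serum with inhibitor, with the same numbers when adjusted over the list alone, and 0 were higher. The exception in both was PMVK, at 0.04 ± 0.08 and 0.05 ± 0.07 (SE, adjusted p = 0.8 and 0.7). HMGCS1, the enzyme that makes HMG-CoA, had log2 differences from control of −1.49 ± 0.10 in serum only (n = 3 and 5 arrays, adjusted p = 1e-07) and −1.76 ± 0.09 in serum with inhibitor (n = 5 and 5, adjusted p = 1.2e-09), and SQLE, the squalene epoxidase, of −0.87 ± 0.05 and −1.04 ± 0.05 (adjusted p = 5.1e-08 and 6.5e-10). The median over the list was −0.93 and −0.99 (camera, adjusted p = 9.6e-32 and 3.9e-32, and 0.00018 and 9.9e-05 with an estimated correlation). Between the serum groups 2 genes were higher with the inhibitor (LSS at 0.46 ± 0.06 and TM7SF2 at 0.40 ± 0.07) and 1 lower (ACAT2 at −0.36 ± 0.06), and 3 and 6 when adjusted over the list alone. Among the 1365 most positive loadings of the 2nd principal component were 15 of the 16 genes, 29.3 times the share of all genes (one-sided Fisher's exact test, p = 5e-22). Without serum only replicate 2 or 3 they were 8 (17.1 and 18.1 times). The gene list was written by hand and is not the GO term.

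**Figure D3:**
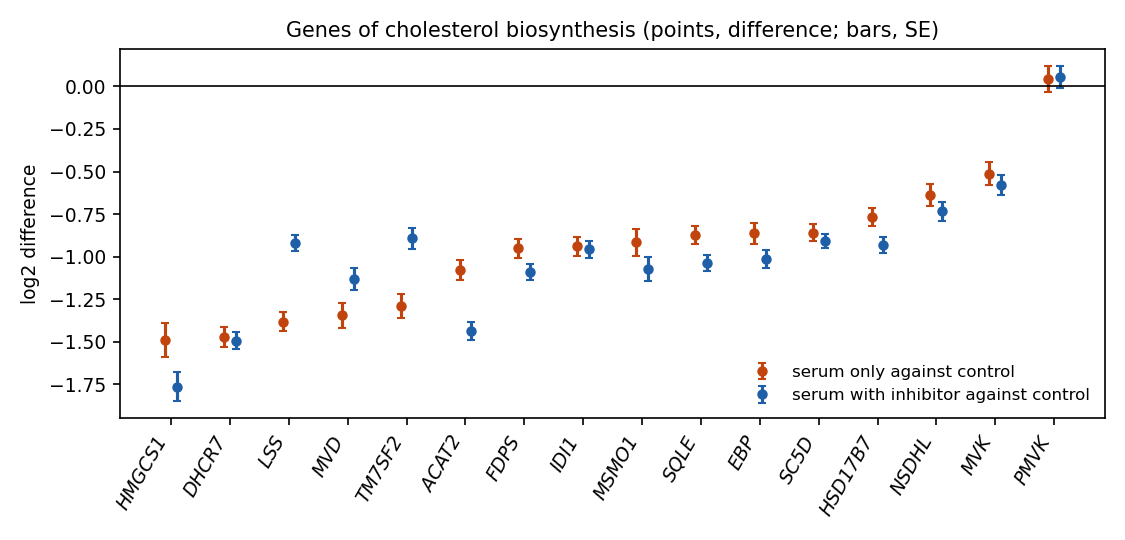
Log2 difference from control of 16 genes of cholesterol biosynthesis in serum only and in serum with inhibitor. Points are differences of group means and bars are their SE. All genes except PMVK lie below 0 in both serum groups.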

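The probe sets that the paper lists in Table 1 were all among the 1365 most positive loadings of the 2nd principal component, at ranks from 39 to 1049, and 7 of the 8 were lower than control in each serum group. The study picked them on these arrays by that loading, so their direction is not independent evidence. DHCR7, which makes cholesterol in the last step of its pathway, had log2 differences from control of −1.47 ± 0.06 and −1.49 ± 0.05 in serum only and in serum with inhibitor (SE, n = 3 or 5 against 5 arrays; adjusted p = 4.9e-10 and 2.5e-11). The mevalonate decarboxylase gene MVD had −1.34 ± 0.07 and −1.13 ± 0.06 (adjusted p = 1.5e-08 and 8.2e-09), the lanosterol synthase gene LSS −1.38 ± 0.06 and −0.92 ± 0.05 (adjusted p = 5.9e-10 and 3.3e-09) and the farnesyl diphosphate synthase gene FDPS −0.95 ± 0.06 and −1.09 ± 0.05 (adjusted p = 2.5e-08 and 4.5e-10). NSDHL, which removes methyl groups from sterols, had −0.73 ± 0.06 and −0.79 ± 0.05 (adjusted p = 1e-06 and 3.4e-08), and the probe set of the cholesterol exporter gene ABCG1 had −0.79 ± 0.10 and −0.73 ± 0.09 (adjusted p = 0.00017 and 4.9e-05). SOD1, a superoxide dismutase, was the one that did not pass the test, at −0.15 ± 0.05 and −0.10 ± 0.04 (adjusted p = 0.074 and 0.18), and had the lowest rank. The eighth probe set has no single gene symbol in the annotation used and is not named here.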

The probes interrogate genes involved in cholesterol synthesis (Table 1), a process that may be up-regulated in serum- starved cells due to a lack of cholesterol to provide lipoproteins (e.g., low-density lipoprotein; LDL) in the serum-free medium. Strict feedback control of cellular cholesterol biosynthesis is well-known [38], but changes in the expression patterns of genes involved in cholesterol biosynthesis were unexpected in the present serum stimulation experiment, which focused on the cell cycle and MAP kinase activation. However, the literature does provide support for serum starvation as an inducing stimulus for cholesterol synthesis [39]. This demonstrates that functional interpretation of score plot axes can yield useful insights into cellular processes.

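Other targets of SREBP, the transcription factor that sterols hold inactive, fell together with the cholesterol genes. Of 18 measured genes, 14 were lower and 1 higher in serum only than in control, and 15 lower and 0 higher in serum with inhibitor (16 and 15 lower when adjusted over the list alone). SCD, the stearoyl-CoA desaturase, had log2 differences of −1.56 ± 0.07 and −1.83 ± 0.06 (SE, adjusted p = 7.8e-10 and 8.6e-12), FASN, the fatty acid synthase, of −1.29 ± 0.07 and −1.40 ± 0.06 (adjusted p = 7.8e-09 and 2e-10), and SREBF1, which encodes SREBP-1 itself, of −1.36 ± 0.09 and −1.24 ± 0.08 (adjusted p = 9.8e-08 and 2.3e-08). The one that rose in serum only was FABP5, a fatty acid binding protein (0.35 ± 0.05, adjusted p = 0.00074). The list differed from all other genes in both groups (camera, adjusted p = 6.6e-22 and 3.4e-23, and 0.00018 and 9.9e-05 with an estimated correlation). Between the serum groups LPIN1 was higher with the inhibitor (0.39 ± 0.06) and SCD (−0.27 ± 0.07), ELOVL6 (−0.74 ± 0.07) and FABP5 (−0.38 ± 0.05) were lower (4 and 3 when adjusted over the list alone), and SCD loses its call there without serum only replicate 2 or 3. Of 11 targets of LXR, the receptor that sterols activate, ABCG1 and MYLIP were lower in serum only (−0.79 ± 0.10 and −0.56 ± 0.06 for their brightest probe sets, adjusted p = 0.00017 and 3.1e-05) and ABCG1 in serum with inhibitor (−0.73 ± 0.09, adjusted p = 4.9e-05), where MYLIP was at 0.03 ± 0.05 (adjusted p = 0.84). When adjusted over the list alone 2 LXR targets were lower in serum only and 2 in serum with inhibitor, and the list as a whole gave an adjusted p = 0.057 and 0.48.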

**Table 1:** Probe set IDs annotated with GO 6695: “cholesterol biosynthetic process”.

Probe Set ID	Gene Symbol	Gene Title
201791_s_at	DHCR7	7-dehydrocholesterol reductase
200862_at	DHCR24	24-dehydrocholesterol reductase
203027_s_at	MVD	mevalonate (diphospho) decarboxylase
209279_s_at	NSDHL	NAD(P) dependent steroid dehydrogenase-like
202245_at	LSS	lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase)
201275_at	FDPS	farnesyl diphosphate synthase (farnesyl pyrophosphate synthetase, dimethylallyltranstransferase, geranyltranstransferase)
211113_s_at	ABCG1	ATP-binding cassette, sub-family G (WHITE), member 1
200642_at	SOD1	superoxide dismutase 1, soluble (amyotrophic lateral sclerosis 1 (adult))

Overrepresented transcription factor binding sites in the promoters of genes defined by the probe set IDs with the 2.5% most extreme negative loadings for the 1^st^ principal component were found using the function primo:

primoRes <- primo(probesPC1neg)

The result “primoRes” contained two lists, overRepresented and underRepresented. Each list holds the respective transcription factor position weight matrix with p-values for over- and underrepresentation calculation using Fisher's exact test for proportions. Table 2 shows position weight matrices with overrepresentation hits in gene promoters (probe set IDs) with extreme (2.5%) positive or negative loadings. The list of position weight matrix hits for promoters associated with probe set IDs with the most negative loadings has three matrices for E2F transcription factors, whereas E2F position weight matrix hits were not found in the promoters associated with the probe set IDs with the most positive loadings in the 1^st^ principal component. This was as expected because the probe set IDs with the most negative loadings of the 1^st^ principal component represent cell cycle progression with activated E2F responsive promoters. 

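Target genes of E2F rose in serum only and were lower in serum with inhibitor than in serum only. Of 53 measured targets, 40 were higher and 1 lower in serum only than in control (45 and 1 when adjusted over the list alone), and 41 were lower and 0 higher in serum with inhibitor than in serum only (44 and 1). CCNE2, a cyclin of the G1/S transition, rose by 0.81 ± 0.11 in serum only on the log2 scale (SE, n = 3 and 5 arrays, adjusted p = 0.00015), RRM2, the ribonucleotide reductase subunit, by 0.38 ± 0.05 (adjusted p = 8.9e-05) and TYMS, the thymidylate synthase, by 0.39 ± 0.05 (adjusted p = 0.00019). The lower one was E2F7, a repressor of the family (−0.22 ± 0.05, adjusted p = 0.015), a call that is lost without serum only replicate 2 or 3. Relative to control, 4 targets were higher (RPA1, CCNE2, MCM2 and MCM5) and 5 lower (CCNA2, E2F7, GINS2, EZH2 and POLA1) in serum with inhibitor, with the same numbers when adjusted over the list alone. Of these the calls of CCNE2, EZH2, POLA1 and E2F7 are lost in 5, 11, 11 and 2 of 13 runs without 1 array. Camera gave an adjusted p = 1.5e-28, 9.2e-25 and 0.9 for the 3 comparisons in this order, and 0.00047 and 0.0017 for the first 2 with an estimated correlation. Of the E2F genes, the repressor gene E2F8 (0.68 ± 0.10 in serum only and −0.66 ± 0.10 between the serum groups, adjusted p = 0.00045 and 0.00047) and E2F2 (0.24 ± 0.05 and −0.22 ± 0.05, adjusted p = 0.0044 and 0.0072) followed their targets. E2F1 was at 0.07 ± 0.07 and 0.07 ± 0.07 (adjusted p = 0.67 and 0.57), and E2F3 at 0.12 ± 0.06 and −0.17 ± 0.06 (adjusted p = 0.31 and 0.085). Among the most negative loadings of the 1st principal component were 21 of the targets (10.7 times the share of all genes, one-sided Fisher's exact test, p = 6.4e-17), and 0 were among the most positive ones. With dim probe sets left out 10 were among the negative ones (5.78 times), and with probe sets centred but not scaled 1 (exact p = 0.79), with 26 on the negative side of the 2nd component.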

Position weight matrix hits for the immediate downstream targets of MAP kinase activation, Ets and Elk transcription factors, are overrepresented in both directions of the 1^st^ principal component. The interpretation is that different Ets and Elk transcription factor targets are activated by serum in the absence and presence of the Erk-1/2 inhibitor.

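Genes that the Erk pathway induces were low in the presence of the inhibitor. EGR1, an immediate-early transcription factor, had mean levels of 8.82 ± 0.09 (SD, n = 5) in control, 8.89 ± 0.21 (n = 3) in serum only and 4.76 ± 0.19 (n = 5) in serum with inhibitor, a log2 difference of −4.13 ± 0.11 (SE) between the serum groups (adjusted p = 5.8e-12), with serum with inhibitor replicate 3 apart at 4.42. The level of EGR1 with the inhibitor lay below the medians of the arrays, so the size of this difference is open. Of 29 measured outputs of the pathway, 14 were lower and 2 higher in serum with inhibitor than in serum only, with the same numbers when adjusted over the list alone. The lower ones include the Ets family genes ETV5 (−1.99 ± 0.06, adjusted p = 5.8e-11) and ETV4 (−0.49 ± 0.08, adjusted p = 0.00069), FOS (−1.57 ± 0.18, adjusted p = 4.5e-05) and the feedback inhibitors SPRED2 (−0.91 ± 0.11, adjusted p = 7.6e-05) and SPRY2 (−0.70 ± 0.05, adjusted p = 1.3e-06), and the higher ones are IER3 (0.77 ± 0.06) and UPP1 (0.41 ± 0.12), of which UPP1 loses its call in 7 of 13 runs without 1 array. Relative to control, 18 were lower and 2 higher in serum with inhibitor (18 and 2 when adjusted over the list alone), and 9 were lower and 0 higher in serum only (11 and 0). In serum only the lower ones include FOS (−1.63 ± 0.18, adjusted p = 2.4e-05), whereas EGR1 was at 0.07 ± 0.11 (adjusted p = 0.78). Camera gave an adjusted p = 9.4e-09 between the serum groups, 2.5e-16 for serum with inhibitor against control and 7.2e-05 for serum only against control, and 0.0017, 9.9e-05 and 0.0076 with an estimated correlation. The genes of the named Ets and Elk factors did not pass the test between the serum groups. Their differences were, for ELK1, 0.06 ± 0.06, for ELK4 −0.00 ± 0.05, for ETS1 −0.07 ± 0.08 and for GABPA −0.35 ± 0.12 (adjusted p = 0.57, 1, 0.62 and 0.053). Control replicate 3 lay apart in ETS1, at 12.05. Of the 28 measured factors that the study names, 2 were higher with the inhibitor (SMAD3 at 0.50 ± 0.06 and NFKB1 at 0.20 ± 0.06) and 2 lower (EGR1 and E2F2; 2 and 3 when adjusted over the list alone). The call of NFKB1 is lost in 6 of 13 runs without 1 array. Binding sites in promoters were not analysed here.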

**Table 2:** Overrepresentation analysis for predicted transcription factor binding sites using Primo on the 1^st^ principal component.

PC1 negative direction				
Matrix ID	Length	Name	Raw p-value	FDR
MA0098	6	ETS1	6,30E-16	6,17E-14
MA0080	6	SPI1	1,18E-13	1,16E-11
MA0062	10	GABPA	5,02E-09	4,92E-07
MA0024	8	E2F1	1,75E-05	1,72E-03
MA0028	10	ELK1	3,63E-05	3,56E-03
MA0076	9	ELK4	4,39E-04	4,30E-02
MA0075	5	Prrx2	6,74E-04	6,61E-02
MA0131	10	MIZF	3,43E-03	3,36E-01
MA0060	16	NFYA	4,19E-03	4,11E-01
PB0008	15	E2F2_1	4,19E-03	4,11E-01
PB0009	15	E2F3_1	1,96E-02	1,92E+00
PB0020	17	Gabpa_1	1,51E-01	1,48E+01
PB0027	17	Gmeb1_1	1,51E-01	1,48E+01
MA0004	6	Arnt	1,64E-01	1,60E+01
MA0104	6	Mycn	1,64E-01	1,60E+01
PB0095	16	Zfp161_1	6,05E-01	5,93E+01
PB0179	15	Sp100_2	1,02E+00	1,00E+02
MA0151	6	ARID3A	1,16E+00	1,14E+02
MA0006	6	Arnt::Ahr	1,49E+00	1,46E+02
MA0062	11	GABPA	1,74E+00	1,70E+02
PB0164	17	Smad3_2	6,08E+00	5,96E+02
MA0058	10	MAX	6,54E+00	6,41E+02
PB0108	14	Atf1_2	4,95E+01	4,85E+03
MA0259	8	HIF1A::ARNT	8,56E+01	8,39E+03

The probe set IDs joined to promoter hits for position weight matrices can be retrieved using the function primoHits as follows:

probeIdsE2F <- primoHits(probesPC1neg, id =  “9262”)

This function generates the list of probe set IDs associated with promoter hits for the E2F position weight matrix with the Jasper accession number MA0024 and ID 9252. A list of gene names can be retrieved using the mget function from the AnnotationDBI package and the hgu133plus2.db package:

geneNamesMA0024 <- mget(probeidsE2F, “hgu133plus2GENENAME”)

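PCNA encodes the sliding clamp that holds DNA polymerase at the replication fork. Its mean level was 12.83 ± 0.09 (SD, n = 5) in control, 13.19 ± 0.06 (n = 3) in serum only and 12.84 ± 0.07 (n = 5) in serum with inhibitor. It rose by 0.36 ± 0.06 (SE) in serum only on the log2 scale (adjusted p = 0.0015), was lower again in serum with inhibitor (−0.35 ± 0.06 against serum only, adjusted p = 0.0015) and differed from control by 0.01 ± 0.05 there (adjusted p = 0.95). Its probe set is number 997 among the most negative loadings of the 1st principal component.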

Among the resulting hits is proliferating cell nuclear antigen (PCNA), which is a well-known component of the DNA replication fork (for a review see [40]). Moreover, a functional E2F-binding site has been demonstrated in its promoter [41].

Predicted binding sites for proteins of the NF-κB transcription factor complex (c-REL (pwm MA0107) and NF-kB (pwm MA0061)) were also overrepresented in the gene promoters (probe set IDs) with extreme positive loadings for the 1^st^ principal component. This correlated with the overrepresentation of the GO term “regulation of I-kappaB kinase/NF-kappaB cascade” in the same direction of the 1^st^ principal component (Fig. 2). 

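Regulators of the IkB kinase cascade that were higher in serum with inhibitor than in serum only numbered 13 of 61 measured genes, and 4 were lower (13 and 5 when adjusted over the list alone). The higher ones include HMOX1, the heme oxygenase (0.62 ± 0.09 on the log2 scale, SE, n = 5 and 3 arrays, adjusted p = 0.00031), TRAF3, an adaptor of TNF receptors (0.44 ± 0.06, adjusted p = 0.00012), and CD40, a TNF receptor of antigen-presenting cells (0.32 ± 0.07, adjusted p = 0.0043). The lower ones were the death ligand and receptor genes TNFSF10 (−0.58 ± 0.08) and TNFRSF10A (−0.54 ± 0.07) and the caspase genes CASP8 (−0.37 ± 0.09) and CASP1 (−0.19 ± 0.06). Relative to control, 8 were higher and 3 lower in serum with inhibitor (10 and 5 when adjusted over the list alone), with HMOX1 at 1.20 ± 0.08 (adjusted p = 3.5e-08), and 2 were higher and 5 lower in serum only (2 and 10). As a whole the list did not differ from other genes, with an adjusted p = 0.22 from camera between the serum groups, 0.95 for serum with inhibitor against control and 0.078 for serum only against control. Fry, a self-contained test, gave this list an adjusted p = 0.0063, 0.44 and 0.015 in the same order. It also passed the reference genes in serum only against control (adjusted p = 0.00016), so it does not single out this list. Among the most positive loadings of the 1st principal component were 9 of the genes, 4.12 times the share of all genes (one-sided Fisher's exact test, p = 0.0003, adjusted p = 0.0034 over the lists), including TRAF3 and CD40. Without serum only replicate 2 the share was 2.18 times (exact p = 0.079), without serum with inhibitor replicate 1 it was 2.69 times (exact p = 0.024), and when probe sets were centred but not scaled to unit variance it was 0.576 times (exact p = 0.83).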

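Target genes of NF-κB that changed in serum only were mostly lower than in control, and those that differed between the serum groups were mostly higher with the inhibitor. In serum only 20 of 46 measured targets were lower than in control and 4 higher (25 and 4 when adjusted over the list alone), and in serum with inhibitor 20 were higher and 5 lower than in serum only (24 and 6). GADD45B, a stress-induced growth regulator, rose by 0.85 ± 0.05 between the serum groups on the log2 scale (SE, n = 5 and 3 arrays, adjusted p = 2.4e-07), the adhesion receptor genes VCAM1 and ICAM1 by 0.66 ± 0.08 and 0.57 ± 0.06 (adjusted p = 4.9e-05 and 4.6e-05), the NF-κB subunit gene RELB by 0.64 ± 0.08 (adjusted p = 0.00015) and NFKBIA, the inhibitor that NF-κB induces, by 0.48 ± 0.06 (adjusted p = 9.1e-05). The 5 that were lower with the inhibitor are cytokine genes, TNF (−0.80 ± 0.05), CCL5 (−0.79 ± 0.07), LTA (−0.76 ± 0.07), CCL4 (−0.39 ± 0.07) and CCL20 (−0.39 ± 0.10), of which CCL20 loses its call without serum only replicate 1 or 2. The 4 that rose in serum only were CCL22, TNFAIP2, IL1B and GADD45B, the last a call that is lost in 4 of 13 runs without 1 array. Relative to control, 13 targets were higher and 10 lower in serum with inhibitor (14 and 13 when adjusted over the list alone), with GADD45B at 1.04 ± 0.04, TNFAIP2 at 1.46 ± 0.05 and TNF at −1.28 ± 0.05 (adjusted p = 2.7e-10, 3e-11 and 4.5e-11). Of the subunit genes, RELA was at 0.05 ± 0.06 and REL at 0.20 ± 0.08 between the serum groups (adjusted p = 0.61 and 0.11). Camera gave an adjusted p = 6e-05 between the serum groups, and adjusted p = 0.14 with an estimated correlation. For serum only against control it gave an adjusted p = 3e-08 (0.037 with an estimated correlation), and for serum with inhibitor against control 0.9. Among the most positive loadings of the 1st principal component were 10 targets (6.07 times the share of all genes, one-sided Fisher's exact test, p = 4.1e-06), and 8 were among the most positive of the 2nd (5.43 times, exact p = 9.4e-05, adjusted p = 0.00046). With probe sets centred only, where the axes turn, 9 were at the positive end of the 1st component (6.87 times) and 11 at its negative end (8.14 times). By the mean level of the list relative to all arrays, control replicate 4 lay apart at 0.0196, against 0.0774 to 0.101 in the other control arrays. Without serum only replicate 3, 12 targets were lower in serum only than in control.

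**Figure D4:**
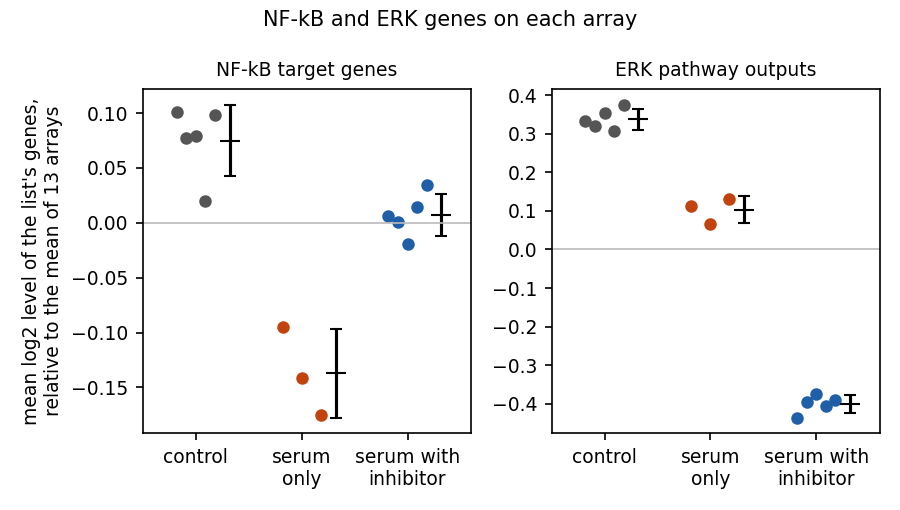
Mean log2 level of the NF-κB target genes and of the outputs of the Erk pathway on each array, relative to the mean of all 13 arrays. Points are arrays, and bars are the mean and SD of the 5 control, 3 serum only and 5 serum with inhibitor arrays. The NF-κB targets are lowest in serum only, and the Erk outputs are lowest in serum with inhibitor.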

The interpretation is that the combined inhibitor and serum treatment led to NF-κB activation in the monocyte cell line. This is another example of an interesting result that is somewhat novel with respect to NF-κB activation. However, NF-κB inhibition by Erk-1/2 has been reported in endothelial cells [42] and again demonstrates the ability of our method to find and interpret biologically-relevant gene expression changes.

#### Relationship between loadings, variance and gene expression patterns

The first two principal components of the PCA (Fig. 2) explain 37% (21%+16%) of the variance in the original data. The variance in gene expression data can be interpreted in terms of gene expression patterns, which is a convenient way of interpreting the variance in gene expression analyses.

Fig. 4 shows the gene expression measurements of the three probe set IDs with the most negative or positive loadings in the 1^st^ and 2^nd^ principal component. The probe set IDs with the highest positive loadings had expression patterns with the highest expression levels in the serum + inhibitor group for the 1^st^ principal component. The control group had an intermediate expression level, and the serum only group had the lowest expression level. 

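The 3 probe sets with the most negative loadings on the 1st principal component belong to HMGN5, a nucleosome-binding protein, INHBC, an inhibin subunit, and CCNA2, cyclin A2. All 3 were highest in serum only and lowest in serum with inhibitor. HMGN5 had mean log2 levels of 10.45 ± 0.09 (SD, n = 3) in serum only, 10.10 ± 0.18 (n = 5) in control and 9.56 ± 0.19 (n = 5) in serum with inhibitor. INHBC had 9.34 ± 0.05, 8.97 ± 0.17 and 8.68 ± 0.09 in the same groups, and CCNA2 11.25 ± 0.08, 10.92 ± 0.14 and 10.62 ± 0.09. The 3 with the most positive loadings are a probe set with no gene symbol, CIRBP, a cold-inducible RNA-binding protein, and TRAF6, a signalling adaptor upstream of NF-κB. They were lowest in serum only and highest in serum with inhibitor, with 8.33 ± 0.04, 8.63 ± 0.07 and 8.89 ± 0.08 in serum only, control and serum with inhibitor for the unnamed probe set, 8.10 ± 0.03, 8.33 ± 0.09 and 8.56 ± 0.08 for CIRBP and 6.12 ± 0.04, 6.38 ± 0.12 and 6.67 ± 0.07 for TRAF6. A probe set with an extreme loading is selected for such a pattern, so no test was made on these. For the 3 most negative ones the lowest group mean was 8.68, against about 11 read by eye in Fig. 4. They may therefore not be the probe sets plotted there.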

For the probe set IDs with most influence on the negative direction of the 1^st^ principal component, the reverse was true. Likewise, probe set IDs with high or low expression in the control group relative to the two serum groups (with or without inhibitor) defined the positive or negative direction of the 2^nd^ principal component.

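On the positive side of the 2nd principal component the 3 most extreme probe sets belong to MTHFD2, a mitochondrial enzyme of folate metabolism, HSD17B8, a dehydrogenase of steroids and fatty acids, and LCP1, an actin-bundling protein of leukocytes. MTHFD2 had mean log2 levels of 7.42 ± 0.14 (SD, n = 5) in control, 6.91 ± 0.03 (n = 3) in serum only and 6.91 ± 0.08 (n = 5) in serum with inhibitor. HSD17B8 had 9.08 ± 0.11, 8.63 ± 0.12 and 8.60 ± 0.06 in these groups, and LCP1 13.08 ± 0.04, 12.91 ± 0.02 and 12.92 ± 0.02. On the negative side, MOB1A, a regulator of the Hippo pathway, had 11.33 ± 0.09 in control, 11.55 ± 0.0015 in serum only and 11.55 ± 0.02 in serum with inhibitor. ADD3, a protein of the membrane skeleton, had 10.35 ± 0.13, 10.67 ± 0.05 and 10.64 ± 0.05, and DERA, an aldolase of deoxyribose phosphate, 10.50 ± 0.06, 10.76 ± 0.02 and 10.73 ± 0.03. In each of the 6 the means of the serum groups differed by less than the SD of serum with inhibitor and lay on the same side of control. On the negative side the highest group mean was 11.55, against about 9.8 read by eye in Fig. 4. These may therefore not be the probe sets plotted there.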

**Figure 4:**
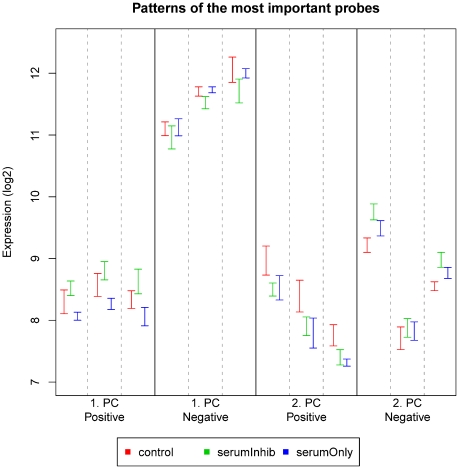
The three most important PC1 and PC2 probes in both the positive and negative directions. The probes have been selected by sorting the loadings from the PCA. The confidence intervals for the mean of each group (control, serumInhib and serumOnly) are plotted for each probe set ID.

Thus, almost 40% of the variance in the original data was due to the four distinct gene expression patterns seen in Fig. 4.

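Both components together explained 36.2% of the variance. Of the 1365 probe sets with the most negative loadings on the 1st component, 1343 (98.4%) had group means in the order serum only, control, serum with inhibitor, from high to low, and 1359 (99.6%) of the most positive ones had the opposite order. Among all probe sets these orders were found in 20.6% and 21.1%. On the 2nd component, 1365 of 1365 positive and 1365 of 1365 negative probe sets had control above or below both serum groups, against 29.4% and 28.9% of all. Between the serum groups 1200 and 1307 of the negative and positive probe sets of the 1st component changed, but only 191 and 159 of the positive and negative ones of the 2nd. Relative to control, 394 and 405 of the 1st component's negative and positive probe sets changed in serum only and 297 and 639 in serum with inhibitor. For the 2nd component's positive and negative probe sets these numbers were 972 and 681 in serum only and 996 and 830 in serum with inhibitor. Loadings select probe sets for such patterns, so the shares describe the axes and are not tests.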

#### Self-contained test for GO term overrepresentation

The test strategy used to calculate GO term overrepresentation is a competitive test strategy [26]. It depends on the total number of genes interrogated on the DNA chip, which include genes with functions unrelated to those of the genes with a particular GO term. Alternatively, a self-contained test strategy [26] that depends only on the genes with a particular joined GO term may be applied. Such a strategy is possible if an absolute value (e.g., a p-value) is used to determine if a gene is differentially expressed.

The GOtree() function can be used in a self-contained test.

As an example, the GO terms overrepresented in genes with increased expression in the serum-only samples compared with the control samples can be calculated in a self-contained test. First, genes with higher expression in serum-only samples are calculated using the t.test function in R. The resulting p-values are corrected for multiple tests by the false discovery rate method using p.adjust [43] and the probe set IDs with corrected p-values below the significance level subsequently stored in the variable selfcontained.

Then GOtree() is used with the binomAlpha argument set (p-value = 0.05):

GOselfcontained <- GOtree(selfcontained, binomAlpha = 0.05)

Table 3 shows the results for the comparison between the serum-only group and the controls. Mitosis and other terms related to cell cycle progression were overrepresented. This result is comparable to the GO analysis of the negative direction of the 1^st^ principal component (Fig. 2).

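The methods' t-test was run on the same arrays for serum only against control. At an adjusted p under 0.05 it called 833 probe sets higher and 1180 lower, and 1816 of these 2013 were also called by limma. Mitotic genes were among them: of 54 measured genes of the G2 and M phases 27 were higher and 0 lower, of 72 chromosome segregation genes 26 and 0, and of 42 S phase genes 24 and 0. Of the splicing genes 4 were higher and 1 lower. In the limma fit AURKA, a kinase of the mitotic spindle, rose by 0.49 ± 0.06 (SE, n = 3 and 5 arrays, adjusted p = 0.00014). Without adjustment the methods' t-test passed 9980 probe sets.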

**Table 3:** Selfcontained test for overrepresentation (p<0.001) of GO terms in genes with higher expression in serum stimulated cells compared to controls (FDR<0.05).

GOid	Genes with term in list	Total number of genes with term	P-value	GOterm
GO:0007049	69	481	1,18E-11	cell cycle
GO:0022403	44	237	5,37E-11	cell cycle phase
GO:0022402	54	360	5,12E-10	cell cycle process
GO:0000278	45	281	2,40E-09	mitotic cell cycle
GO:0000279	33	163	2,40E-09	M phase
GO:0000280	26	108	4,65E-09	nuclear division
GO:0007067	26	108	4,65E-09	mitosis
GO:0000087	26	111	6,61E-09	M phase of mitotic cell cycle
GO:0034984	37	212	6,61E-09	cellular response to DNA damage stimulus
GO:0048285	26	111	6,61E-09	organelle fission
GO:0006259	49	353	2,47E-08	DNA metabolic process
GO:0006974	37	230	6,08E-08	response to DNA damage stimulus
GO:0007059	16	51	2,60E-07	chromosome segregation
GO:0033554	45	333	2,60E-07	cellular response to stress
GO:0006260	28	153	3,28E-07	DNA replication
GO:0051726	33	205	3,81E-07	regulation of cell cycle
GO:0007346	22	103	7,31E-07	regulation of mitotic cell cycle
GO:0006281	29	173	1,15E-06	DNA repair
GO:0006297	9	17	3,09E-06	nucleotide-excision repair, DNA gap filling
GO:0000075	16	71	3,12E-05	cell cycle checkpoint
GO:0051716	49	460	6,37E-05	cellular response to stimulus
GO:0000070	9	27	3,25E-04	mitotic sister chromatid segregation
GO:0065004	11	42	3,81E-04	protein-DNA complex assembly
GO:0000819	9	28	4,19E-04	sister chromatid segregation
GO:0006323	13	61	5,93E-04	DNA packaging
GO:0051276	31	266	8,76E-04	chromosome organization

### Parameter selection

As explained in the preceding sections the sign and the magnitude of the loadings indicate the importance of a probe set ID for a given principal component. Thus to join a functional interpretation to a principal component the probe set IDs with the highest absolute loadings with either positive og negative signs are retrieved and analyzed for overrepresentation of GO terms in the annotation or for overrepresentation of potential transcription factor binding sites in the corresponding promoters. A facing issue is the decision about at which magnitude of loading to set the cut-off. For the serum stimulation example we have used the 2.5% of the probe set ID variables with the highest absolute loadings in both PC directions. The 2.5% cut-off was chosen here as it yielded biological sound interpretations of gene expression data in previous analysis (e.g. [12], [14]). However, in other settings it may be useful to be able to change the cut-off and to study the effect of changing it.

We first consider the significant GO term GO:0006695 (cholesterol biosynthetic process) which was found overrepresented in probe set IDs with the 2.5% highest loadings in PC2. Fig. 5 depicts the effect on the p-value of changing the fraction of probe set IDs included from the 0.5% highest loadings to the 25% highest loadings. It can be seen that the overrepresentation (p<0.05) of this term is observed already when 0.5% of the probe set IDs with the highest loadings are included and the overrepresentation is maintained until 8.5% of the probe set IDs with highest loadings are included. 

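With the hand-written list of 16 cholesterol genes in place of the GO term, overrepresentation among the positive loadings of the 2nd principal component held at all 50 cut-offs from 0.5% to 25% (one-sided Fisher's exact tests, without adjustment). The smallest p was 4.7e-25 at 1.5% (exact test), and the largest was 7.8e-09. At the 1% cut-off the share of these genes, which include HMGCS1, DHCR7 and LSS, was 55.1 times that of all genes, and at 5% it was 16.6 times.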

Further inclusion of probe set IDs leads to p-values above 0.05. This is due to inclusion of probe set IDs not annotated with the specific term in question. In fact only 16 genes on the chip are annotated with this term (GO:0006695) and 8 of these are found in the top 2.5% of probe Set IDs with highest loadings. Clearly the number of probe set IDs annotated with a given term will influence the outcome of the parameter selection. We therefore now consider the term GO:0043122 (“regulation of I-kappaB kinase/NF-kappaB cascade”), which is annotated to 105 probe set IDs on the chip. This term is overrepresented in the interval from 1.5% to 5.5% included probe set IDs. 

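The list of 61 regulators of the IkB kinase cascade, written by hand and not the GO term, was overrepresented among the positive loadings of the 1st principal component at all 50 cut-offs. The p-values of the one-sided Fisher's exact tests lay between 0.00030, at 2.5%, and 0.021, without adjustment. At 1% 5 of the genes were included (5.37 times the share of all genes, exact p = 0.0024), and at 5% 10 (2.42 times, exact p = 0.0075).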

For this term the changes of the p-values are not monotone for increasing values of the cut-off (Figure 5). This is due to groups of probe set IDs in the interval between 5.5% to 25% that are annotated to this term having similar loadings followed by groups of probe set IDs not annotated to this term.

**Figure 5:**
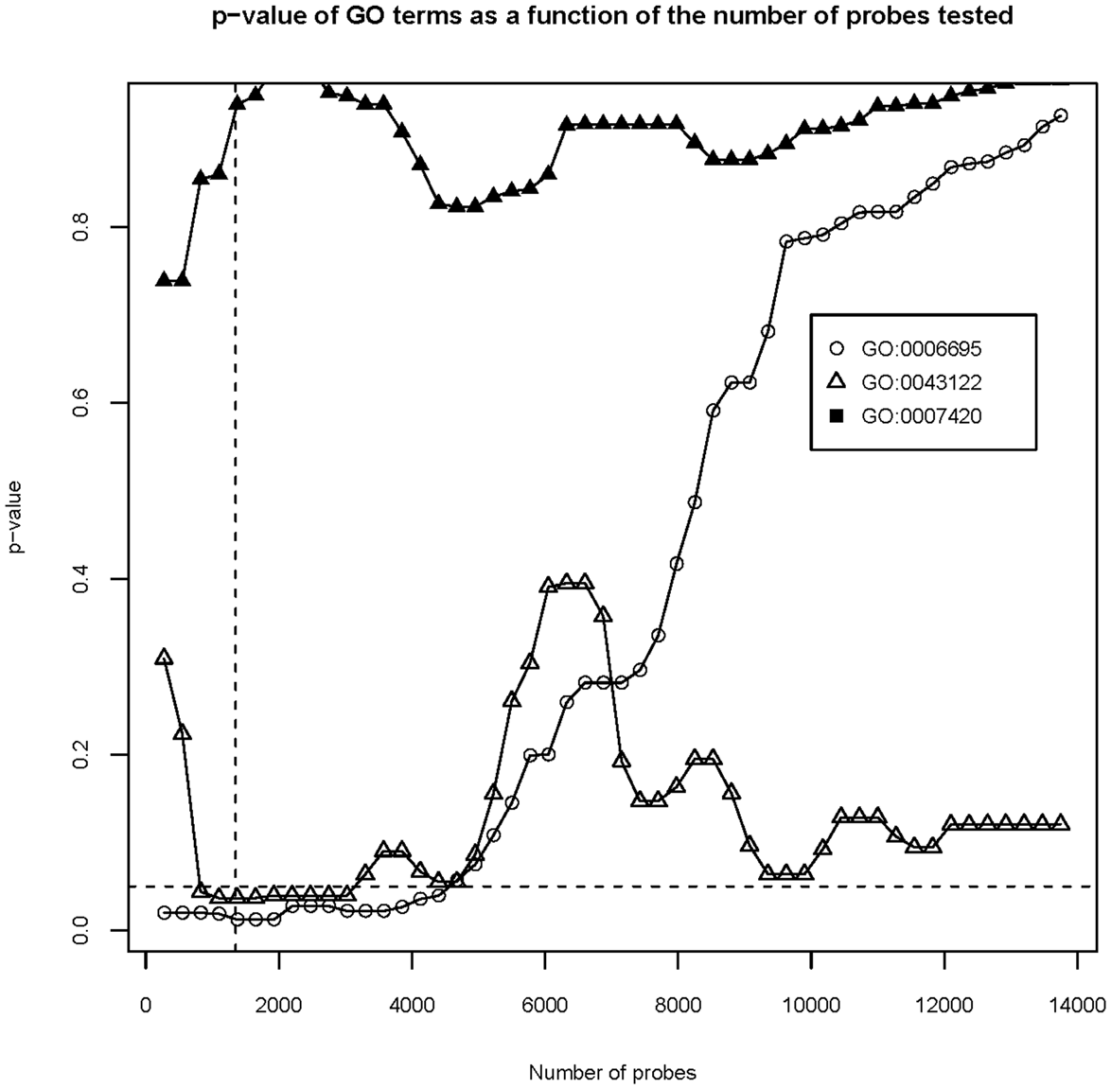
The Importance of loading cut-off for inclusion of probe set IDs in GO term annotation analysis. The probe set IDs were sorted after loadings for the first principal component (GO:0043122 and GO:0007420) and second principal component (GO:0006695) following the PCA of the serum stimulation data (Figure 2). Overrepresentation analysis for the three terms was repeated for different cut-off values between 0.5% and 25% of probe set IDs with highest loadings. Shown are the resulting p-values. The vertical dotted line indicates the top 2.5% probe set IDs with highest loadings. This is the cut-off used in the text and as the default in the pcaInfoPlot function. The horizontal dotted line indicates the 0.05 significance level.

The term GO:0007420 (“Brain development”) is annotated to 80 probe set IDs on the chip and was not found overrepresented in the analysis. 

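Genes of brain development were not overrepresented among the positive loadings of the 1st principal component. Of 52 measured genes of the list, 1 was among the 1365 most positive probe sets, EMX1, a homeobox gene of the cerebral cortex (one-sided Fisher's exact test, p = 0.85). None of the 50 cut-offs gave a p under 0.05, with exact p-values from 0.35 at 0.5% to 0.996. Between the serum groups 3 of the genes were higher and 5 lower with the inhibitor, in serum only against control 2 and 2, and in serum with inhibitor against control 3 and 1 (3 and 5, 2 and 2, and 2 and 1 when adjusted over the list alone; adjusted p = 0.43, 0.33 and 0.95).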

The calculated p-value for this term remained high irrespective of the fraction of probe set IDs included (Fig. 5). In the selection of probe set IDs for the overrepresentation analysis we could have weighted the probe set IDs by the PCA-rank instead of letting all included probe set IDs contribute equally to the test statistics. However, the results depicted in Figure 5 suggest that taking rank into account would only have minor effect. Thus both significant terms remain significant over a relatively broad interval of included probe set IDs. The main conclusion is that an interval between 1.5% and 5% of included probe set IDs yields robust results. 

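Chromosome segregation genes were overrepresented among the negative loadings of the 1st principal component at all 50 cut-offs between 0.5% and 25%, with p-values from one-sided Fisher's exact tests between 1.5e-32, at 11%, and 2.3e-06. At 1% and 5% their share was 11.1 and 8.37 times that of all genes, and that of the splicing genes 5.70 and 3.85 times. NF-κB target genes, such as RELB and ICAM1, were overrepresented among the positive loadings at all 50 as well (exact p between 2.4e-07, at 6%, and 0.0013).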

Similar findings were found for the primo analysis.

### Robustness under data perturbation

Cross-validation is a direct way to judge the robustness of the PCA and the joined functional interpretations of the PC axes. This can be achieved using the functions GOtreeWithLeaveOut and primoWithLeaveOneOut. Thus, a fraction of experiments are left out, and the PCA model builds using a data set with a reduced number of experiments. This process is repeated until all samples have been left out. The default is leave-one-out, but a fraction of the samples to be left out can be given as an argument (e.g., leaveOut = 0.1 results in the omission of 10% of the samples in each run). For both functions, only GOterms (for GOtreeWithleaveoneOut) or PWMs (for primoWithLeaveOneOut) that are present in all runs are retrieved for subsequent ranking after p-value. Thus, GO terms or PWMs that are only found in some of the cross-validation runs are not present in the final list.

The command line:

GOtreePC2poscv <- GOtreeWithLeaveOut(exprsData, pc = 2, decreasing = TRUE)

calculates overrepresented GO terms in the positive direction of the 2^nd^ principal component using leave-one-out cross-validation. The results (Table 4) show that GO terms related to sterol metabolism were consistently overrepresented in the positive direction of the 2^nd^ principal component.

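Cholesterol genes were overrepresented among the positive loadings of the 2nd principal component in all 13 runs without 1 array. Between 8 and 15 of 16 genes were included, with one-sided Fisher's exact tests from p = 1.9e-22 to p = 5.3e-09, the latter without serum only replicate 2. Other SREBP targets such as SCD and FASN passed in 13 of 13 runs as well (7 to 14 of 18 genes, exact p up to 4.2e-07), as did genes of amino acid synthesis and ATF4 (12 to 23 of 34, exact p up to 1.1e-10) and of the interferon response (5 to 13 of 39, exact p up to 0.0042 without serum only replicate 3). Genes of leukocyte activation passed in 6 of 13 runs. Each run shared between 793 and 1249 of its most positive probe sets with the 1365 of all arrays.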

**Table 4:** Overrepresentation (p<0.05) of GO terms in the annotation of genes defining the positive direction of PC2 calculated using leave-one-out cross-validation.

GOid	p-value	Total number of genes with term	GOterm
GO:0008610	0,004	185	lipid biosynthetic process
GO:0002376	0,008	616	immune system process
GO:0008284	0,010	221	positive regulation of cell proliferation
GO:0045321	0,010	172	leukocyte activation
GO:0006629	0,011	480	lipid metabolic process
GO:0016126	0,013	14	sterol biosynthetic process
GO:0008202	0,013	117	steroid metabolic process
GO:0001775	0,017	199	cell activation
GO:0008652	0,017	15	cellular amino acid biosynthetic process
GO:0009309	0,019	31	amine biosynthetic process
GO:0042127	0,019	447	regulation of cell proliferation
GO:0019752	0,024	297	carboxylic acid metabolic process
GO:0006950	0,026	984	response to stress
GO:0006694	0,026	49	steroid biosynthetic process
GO:0006082	0,027	304	organic acid metabolic process
GO:0042180	0,027	304	cellular ketone metabolic process
GO:0006520	0,027	98	cellular amino acid metabolic process
GO:0048659	0,028	19	smooth muscle cell proliferation
GO:0033138	0,031	11	positive regulation of peptidyl-serine phosphorylation
GO:0016477	0,032	214	cell migration
GO:0006695	0,034	12	cholesterol biosynthetic process
GO:0008203	0,034	41	cholesterol metabolic process
GO:0006928	0,043	346	cellular component movement
GO:0030032	0,044	6	lamellipodium assembly
GO:0006066	0,047	212	alcohol metabolic process
GO:0048870	0,048	235	cell motility

### Relationship to other annotation analysis strategies

Classically the biplot [44] is used in PCA and related multivariate analysis methods for displaying the relationship between variables and experiments in the same 2D-plot. Our analysis strategy focuses, however, on the PC axes and is only equivalent to a biplot analysis when the experiments are clearly grouped and positioned close to the axes. The advantage of our analysis strategy is that the axes can be interpreted in relation to function and regulatory mechanisms even in the case where the experiments are not clearly grouped in the plot. We believe that our method of interpreting the axes is intuitive to biologists who are not *a priori* experts in bioinformatics or biostatistics. Advanced users interested in higher-level analysis of the link between annotation and genome-wide gene expression data are referred to [45], [46], [47], [48].

The PcaGoPromoter analysis strategy relies on overrepresentation analysis. An alternative strategy would be to form an aggregate score for a gene set defined by a GO term or a transcription factor binding site. A very popular method depending on aggregate scores is the gene set enrichment analysis (GSEA; [49]). One theoretical advantage of methods depending on aggregate scores is that they only rely on the information gathered from the genes included in the gene set. In the standard use of pcaGopromoter, probe set IDs not annotated with a given term contribute to the calculation of the p-value for overrepresentation. To give the user the ability to calculate overrepresentation which is only dependent on the probe set IDs annotated with a given GO term, the GOtree function was supplemented with the self-contained test option (see above).

### Conclusions

The R package pcaGoPromoter provides a collection of tools for the analysis of gene expression data obtained from any genome-wide expression analysis platform supporting either of Affymetrix probe set IDs, gene symbols or Entrez IDs as probe identifiers. It was developed in the statistical environment R. The package pcaGoPromoter provides functions to give an overview of the data by PCA, functional interpretation by gene ontology terms (biological processes), and an indication of the involvement of specific transcription factors. In the present setup, a serum stimulation experiment with a monocyte cell line was used for illustrative purposes. In addition to the expected results, the pcaGoPromoter analysis also revealed unexpected and interesting results when applied to the serum stimulation data, e.g., an indication of cholesterol synthesis in serum-starved cells and NF-κB activation in cells treated with both serum and Erk1/2 map kinase inhibitor. This directly demonstrates how the pcaGoPromoter package can be used to direct attention towards relevant biological issues in various genome-wide gene expression analyses in the future.

### Web site access

A pcaGopromoter online version providing access to the most important plot functions is available at http://gastro.sund.ku.dk/brew/pcaGoPromoter.html .The serum stimulation experiment used for calculations in this presentation is available as an example. In addition the user can upload data for analysis. The uploaded data should be either a zipped CEL file (with the Affymetrix platform) or a csv table for other formats. The extension R package can also be downloaded and installed locally.

### Availability

**Project name:** pcaGoPromoter

**Project home page:** http://gastro.sund.ku.dk/brew/pcaGoPromoter.html

**Public repositories:**

https://code.google.com/p/pcagopromoter/downloads/list

http://www.bioconductor.org/packages/2.10/bioc/html/pcaGoPromoter.html

**Operating system(s):** Linux, Windows, Mac OS X

**Programming language:** The R statistical environment

**Other requirements:** R version 2.10 or higher, Bioconductor 2.x

**License:** GNU GLP3

**Any restrictions to use by non-academics:** None

How the deposited data were processed for this re-analysis (not part of the article)

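RNA of the human cell line CRL-9853 was measured on 13 Affymetrix arrays, 5 of control, 3 of serum only and 5 of serum with inhibitor, from bottles of 1 culture, and the number of arrays limits the precision. The dose of U0126 is 10 nM in the paper and 10 µM by the sample labels. The authors computed RMA values with the affy package, and the deposited values are log2 intensities of 54613 probe sets. Every column was assigned to a sample, and 0 were left over. Probe sets were named from the platform annotation, in which 41091 have 1 gene symbol, 1801 several and 11721 none, and 41037 matched a current gene by Entrez ID, with 0 symbols updated. Genes without a probe set of 1 symbol were not named. GO terms and promoter motifs were not used here, and 34 hand-written lists with 1456 entries, 1328 of them measured, took the place of GO terms.

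Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, Benjamini-Hochberg adjustment over all probe sets). Lists were tested with camera, at a preset correlation of 0.01 and with an estimated one, and with fry. Values of fry are printed only with the IkB kinase genes. PCA used prcomp, and overrepresentation among the 2.5% most extreme loadings used one-sided Fisher's exact tests over genes, which treat genes as independent. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. On simulated data with 200 changed probe sets of 54613, limma recovered 76.1% of log2 changes of 0.5 in serum only against control, 85.1% in serum with inhibitor against control and 77.6% between the serum groups, and 100% of changes of 1 and 2, with 6, 4 and 8 false calls. The methods' t-test recovered 19.4%, 43.3% and 22.4% of changes of 0.5.

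Genes were named by a rule fixed with the design, and some others were added after values were seen. The 386 genes named are not split here into those that the rule gave and others. The rule gave the genes and factors that the study names, the 3 most extreme loadings in each direction, the 8 genes that rose and the 8 that fell most in each comparison among those changed, with no overlap between arrays and a mean of at least 6 in the higher group, up to 4 genes of each list with the smallest adjusted p, and members of the cholesterol, NF-κB, Erk and E2F lists needed for small counts. CASP1, CASP8, CENPI, FCER1G, S100A12 lie outside it and were named after their values were seen. Some genes of the tests written after the results were seen are also not given by this rule. Among them are LYZ, CD14, FCN1, S100A9 and MNDA. Table 1 was known from the paper. Alternatives were another test, another variance prior, array weights, a replicate block, centring, a filter on dim probe sets, other probe set rules, other cut-offs and runs without each array. Control probe sets of the array were not analysed here.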

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

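In groups of 5 arrays, the highest or lowest array was set against the gap to its nearest neighbour. Of 384 groups tested, 14 (3.65%) held an array far from the others, and chance gives about 5%. This share does not show whether the flags gather on 1 array. Control replicate 3 lay apart over all probe sets. Its root mean square differences from control replicates 1, 2, 4 and 5 were 0.222, 0.186, 0.208 and 0.206. Other pairs of control arrays differed by at most 0.175. The interquartile range of the array was 3.77 in serum with inhibitor replicate 3 against 3.81 to 3.83 in the others. Of the lists, by the mean level of their genes relative to all arrays, other SREBP targets at 0.376 in control replicate 3 against 0.416 to 0.43 in the others, NF-kB target genes at 0.0196 in control replicate 4 against 0.0774 to 0.101 in the others stood apart, and so did fibroblast and epithelium at −0.0345 in serum with inhibitor replicate 4 against 0.00461 to 0.0184 in the others and oxidative phosphorylation at −0.059 in control replicate 4 against −0.0381 to −0.0316 in the others. Of the genes named in the text, by log2 level, these were CFLAR at 12.12 in control replicate 1 against 11.96 to 11.99 in the others, CYP1A1 at 8.37 in serum with inhibitor replicate 1 against 8.08 to 8.16 in the others, EGR1 at 4.42 in serum with inhibitor replicate 3 against 4.81 to 4.87 in the others, ETS1 at 12.05 in control replicate 3 against 12.31 to 12.40 in the others and KNL1 at 9.64 in control replicate 3 against 9.88 to 9.94 in the others. They were also MS4A1 at 14.08 in control replicate 3 against 14.24 to 14.29 in the others, PSRC1 at 7.16 in serum with inhibitor replicate 1 against 7.31 to 7.36 in the others, RFC3 at 10.10 in control replicate 3 against 10.35 to 10.43 in the others and TNIP1 at 11.67 in control replicate 4 against 11.79 to 11.82 in the others.

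Some lists that the paper does not name as GO terms differed from control. The median log2 difference of immediate-early genes was −0.213 in serum only and −0.268 in serum with inhibitor. In serum with inhibitor it was −0.131 for interferon response genes and −0.0739 for heat shock and protein folding genes.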

How the results depend on the processing

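Each main result that it was run on stayed within 1.5 times its value and on its side of the threshold with only the 2 groups compared (14 results), array weights (14), each array centred on its median (17) and the mean of all probe sets of a gene (11). For overrepresentation only the side of the threshold was compared. It stayed the same with any probe set of a gene (4) and with a binomial test over probe sets (4). Cut-offs of 1% and 5% left overrepresentation on its side, with folds of 55.1 and 16.6 for cholesterol and 5.37 and 2.42 for IkB kinase genes. The methods' t-test called 2013, 4072 and 4269 probe sets in the 3 comparisons, 27 G2 and M phase genes and 23 E2F targets higher in serum only, and 13 NF-κB targets higher between the serum groups. Under it the lower hypoxia genes between the serum groups lost their calls, so that higher minus lower was 2, while their median log2 difference is −0.22 under either test. On simulated data the methods' t-test recovered 22.4% of changes of 0.5 there, and limma 77.6%. But the serum only arrays lay far apart in hypoxia genes, such as PFKFB4 at 6.64, 8.35 and 8.37 in replicates 1, 2 and 3. So the simulated recovery cannot decide why these calls were lost. The replicate numbers of the labels do not pair the bottles, as same-numbered arrays deviated from their group means with a correlation between −0.11 and 0.063 in 11 pairs, and 0 were over 0.1. With the number as a replicate block 3303 probe sets changed in serum only, 5161 in serum with inhibitor and 5088 between the serum groups, and 18 splicing genes were lower. A variance prior with an intensity trend and robust gave 46 splicing genes. The 1st and 2nd principal components explained 26.9% and 21.0% with probe sets centred only, 27.7% and 21.2% with dim probe sets left out, and 23.6% and 17.4% with 1 probe set per gene. With probe sets centred only the axes turn, and the fold was 2.36 for segregation, 0 for splicing and 0.576 for IkB kinase genes, none of which passed. With divided controls the covariance of the serum effects was 0.0093. With the mean of all probe sets of a gene, differences turned sign for BCL2L11 (−0.0521), CFLAR (0.185) and TNIP1 (−0.0744) in serum with inhibitor against control, and for CDCA7 (0.0541), FCRLA (−0.026), IDI1 (0.1814), KRT7 (−0.0003) and VTI1A (0.0197) between the serum groups. The cause was not tested.

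Without 1 array in turn, 3206 to 5884, 5000 to 6192 and 4939 to 8939 probe sets changed in the 3 comparisons, with 3206 and 4939 both in the run without serum only replicate 2. G2 and M phase genes were higher in 35 to 42 and lower in 40 to 47, E2F targets in 34 to 40 and 35 to 42, splicing genes lower in 16 to 32, cholesterol genes in 15 in both, NF-κB targets higher in 17 to 21, IkB kinase genes in 9 to 13 and Erk outputs lower in 12 to 14. Calls over the other lists numbered 673 to 858. The components explained 20.1% to 22.9% and 15.2% to 16.9%, and 2 to 6 of the 6 group comparisons on them passed. The fold among the loadings was 4.33 to 13.8 for segregation, 2.33 to 5.44 for splicing, 17.1 to 31.2 for cholesterol and 2.18 to 4.04 for IkB kinase genes. Without control replicate 3 and serum only replicate 1, a choice made after seeing the data, the 13 main results it was run on stayed within 1.5 times, but the splicing genes higher in serum only went from 23 to 5 and the hypoxia genes lower with the inhibitor from 13 to 21. Of 687 calls of named genes the methods' t-test lost 181, the block 84 and the 2-group fit 44. A background of equal GC content was not run, and array quality was taken as deviations from group means, as a group of 5 is too small for a correlation. Signal over background was not measured, and dim probe sets limit precision.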

Differences from the paper's values

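The paper's overrepresentation results use GO terms, and the values here use gene lists written by hand, so gene numbers and p-values differ in what they count. The paper reports 8 genes of its cholesterol term among the positive loadings of the 2nd principal component, and 15 of 16 list genes were found here. With any probe set of a gene, with probe sets centred only and with dim probe sets left out the number was also 15, and it differed as well in each run without 1 control or serum with inhibitor array (14 or 15). Without serum only replicate 1 it was 12, and without replicate 2 or 3 it was 8, which is within 1.5 times the paper's. The p that the paper gives for this term is larger than the exact Fisher p of 5.0e-22 here, and larger than in each alternative that was run (up to 5.3e-09, without serum only replicate 2).

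The paper's highest cut-off with cholesterol genes overrepresented is 8.5%, and here it is 25%, the highest tried, as it is with any probe set of a gene, a binomial test over probe sets, probe sets centred only and dim probe sets left out. For the regulators of the IkB kinase cascade the paper's interval runs from 1.5% to 5.5%, and here it runs from 0.5% to 25%, also with any probe set of a gene and with the binomial test. With dim probe sets left out it runs from 1% to 8%, within 1.5 times the paper's values, and with probe sets centred only no cut-off passed.

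The splicing term in Fig. 3 holds about 48 genes, read by eye, and 18 genes of the splicing list were found among the negative loadings of the 1st principal component. The number was 24 with any probe set of a gene, 0 with probe sets centred only, 9 with dim probe sets left out and 9 to 22 without 1 array, and each of these differs from the paper's value.

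For the 3 probe sets with the most negative loadings on the 1st principal component the lowest group mean in Fig. 4 is about 11 (log2), read by eye, and it is 8.68 here (4.31 with probe sets centred only and 9.56 with dim probe sets left out). For the 3 with the most negative loadings on the 2nd the highest group mean in Fig. 4 is about 9.8, read by eye, and it is 11.55 here (8.95 and 12.0). All of these differ from the paper's values. The probe sets with the most extreme loadings here may therefore not be those of Fig. 4, and this was not tested.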

Other observations

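Genes of amino acid synthesis, which Table 4 of the paper also names, and of the stress factor ATF4 fell in both serum groups. Of 34 measured genes 24 were lower and 0 higher in serum only than in control, and 22 lower and 1 higher in serum with inhibitor (27 lower and 1 higher, and 28 lower and 1 higher, when adjusted over the list alone). SLC7A11, the cystine transporter, had log2 differences of −1.25 ± 0.07 and −0.84 ± 0.06 (SE, adjusted p = 1.6e-08 and 1.2e-07), PSAT1, an enzyme of serine synthesis, of −0.69 ± 0.07 and −1.57 ± 0.06 (adjusted p = 1.2e-05 and 8.1e-11), and ASNS, the asparagine synthetase, of −0.66 ± 0.05 and −1.03 ± 0.05 (adjusted p = 1.2e-06 and 6.1e-10). The list differed from other genes in both (camera, adjusted p = 1.5e-21 and 2.8e-26, and 0.002 and 0.0015 with an estimated correlation). Between the serum groups 4 were higher and 9 lower with the inhibitor (4 and 14 when adjusted over the list alone; adjusted p = 0.04, and adjusted p = 0.47 with an estimated correlation). Immediate-early genes were also lower than in control, 12 of 24 in serum only and 13 in serum with inhibitor, with 2 and 1 higher (13 and 16 lower, 2 and 2 higher when adjusted over the list alone; adjusted p = 1.2e-07 and 8.3e-10, and 0.0056 and 0.003 with an estimated correlation). With the inhibitor 4 were higher and 4 lower than in serum only (4 and 5; adjusted p = 0.42). JUN had differences from control of −0.80 ± 0.06 and −0.28 ± 0.05 (adjusted p = 4.1e-07 and 0.0016).

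Lysosome and autophagy genes were higher with the inhibitor than in serum only, 20 of 36, and 0 were lower (22 and 0 when adjusted over the list alone; camera, adjusted p = 2.3e-09, and 0.011 with an estimated correlation). MAP1LC3B, a protein of autophagosomes, rose by 0.44 ± 0.05 (SE, adjusted p = 3.3e-05), and the lysosomal peptidase gene TPP1 by 0.36 ± 0.05 (adjusted p = 0.00017). Relative to control 13 were higher and 4 lower in serum with inhibitor (14 and 5 when adjusted over the list alone; adjusted p = 0.0027, and adjusted p = 0.17 with an estimated correlation), and 5 higher and 12 lower in serum only (5 and 14; adjusted p = 0.0063, and adjusted p = 0.18 with an estimated correlation), where the lower ones were 7 without serum only replicate 3. FOXO targets were higher with the inhibitor than in serum only in 7 of 23 genes and lower in 1 (9 and 1 when adjusted over the list alone; adjusted p = 0.0017, and 0.019 with an estimated correlation), and higher than in control in 10 and lower in 2 (11 and 2; adjusted p = 0.029, and adjusted p = 0.083 with an estimated correlation). In serum only 3 were higher and 6 lower than in control (4 and 7; adjusted p = 0.1). BCL2L11, a pro-apoptotic protein, rose by 0.73 ± 0.06 between the serum groups (adjusted p = 2.2e-06). Interferon response genes were lower than in control in 17 of 39 in serum with inhibitor and higher in 1 (21 and 3 when adjusted over the list alone; adjusted p = 1.5e-07, and 0.026 with an estimated correlation), among them CXCL10 (−0.95 ± 0.10, adjusted p = 9.9e-06). In serum only 10 were lower and 4 higher (12 and 8; adjusted p = 0.068), and the lower ones were 6 without control replicate 2 or serum only replicate 2 and 5 without serum only replicate 3. Against serum only 13 were lower and 4 higher with the inhibitor (13 and 6; adjusted p = 0.0016, and adjusted p = 0.14 with an estimated correlation).

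The other lists are given as the numbers of higher and lower genes in serum only against control, in serum with inhibitor against control and in serum with inhibitor against serum only, and then as those numbers when adjusted over the list alone. The targets of SRF and MRTF (20 measured) had 2 and 1, 1 and 4, and 1 and 2 (3 and 3, 1 and 4, and 1 and 2). Numbers for 42 monocyte and macrophage genes were 6 and 1, 6 and 3, and 3 and 2 (8 and 1, 8 and 3, and 3 and 2). The MHC class II genes (11 measured) had 1 and 0, 1 and 2, and 0 and 0 (1 and 0, 2 and 2, and 0 and 0). Numbers for 53 genes of leukocyte activation were 5 and 15, 9 and 8, and 14 and 5 (8 and 16, 11 and 12, and 15 and 8). The genes of red cells and platelets (12 measured) had 0 and 0, 0 and 1, and 0 and 1 (0 and 0, 0 and 0, and 0 and 1). Numbers for 21 fibroblast and epithelial genes were 0 and 3, 2 and 0, and 4 and 1 (0 and 3, 2 and 1, and 4 and 1). The p53 targets (26 measured) had 1 and 7, 6 and 3, and 8 and 1 (1 and 7, 8 and 3, and 9 and 1). Numbers for 37 apoptosis inducers were 4 and 8, 6 and 6, and 7 and 10 (5 and 11, 7 and 8, and 7 and 11). The genes of vesicle transport (93 measured) had 2 and 9, 11 and 6, and 16 and 5 (8 and 12, 22 and 10, and 18 and 5). Numbers for 51 ribosomal protein genes were 0 and 0, 0 and 0, and 0 and 1 (0 and 0, 0 and 0, and 0 and 1). The genes of oxidative phosphorylation (66 measured) had 3 and 0, 11 and 0, and 2 and 1 (0 and 0, 19 and 0, and 1 and 1). Numbers for 32 heat shock and protein folding genes were 4 and 3, 1 and 7, and 2 and 6 (5 and 4, 2 and 10, and 2 and 11). The reference genes (11 measured) had 2 and 0, 1 and 1, and 0 and 2 (2 and 0, 1 and 1, and 0 and 2). Numbers for 28 transcription factors that the study names were 2 and 1, 3 and 1, and 2 and 2 (2 and 1, 3 and 1, and 2 and 3). Hypoxia and glycolysis genes against control had 0 and 4 in serum only and 1 and 10 in serum with inhibitor of 30 (2 and 5, and 1 and 14). Camera gave an adjusted p = 2e-05 for oxidative phosphorylation (adjusted p = 0.42 with an estimated correlation), 0.00044 for heat shock and protein folding (adjusted p = 0.032 with an estimated correlation) and 8.7e-06 for hypoxia and glycolysis (adjusted p = 0.6 with an estimated correlation), each for serum with inhibitor against control. For the serum groups it gave 0.0056 for heat shock and protein folding, 0.022 for p53 targets and 0.025 for vesicle transport (adjusted p = 0.089, 0.41 and 0.47 with an estimated correlation), and for serum only against control 0.032 for oxidative phosphorylation (adjusted p = 0.52 with an estimated correlation). The other lists of this paragraph did not pass it in any comparison.

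The tests of monocytes, alone or mixed with B cells, of AhR activation and of normalization were written after the results were seen. Probe sets of B-lineage genes had high levels in a line that the paper describes as monocytic. The 7 measured B-cell genes of the fixed list had a median level of 11.1 on the log2 scale, the monocyte and macrophage list one of 4.85 and all genes one of 6.45, while 6 of the 42 monocyte and macrophage genes, such as MNDA at 10.9, lay above the upper quartile of all genes (9.22). The medians of a second B-lineage list and a second monocyte list were 9.41 and 4.94, a difference of 4.47. A set of 9 abundant transcripts of blood monocytes was chosen after their values were seen. Of these, 6 (LYZ, S100A8, S100A12, CD14, FCN1 and FCER1G) stayed under a level of 6 on every array in all of their 10 probe sets. Their highest value was 5.40, while VCAN, TYROBP and S100A9 had mean levels of 6.89, 6.14 and 9.33. As the set was chosen in this way and background was not measured, these levels cannot decide whether monocytes were the main cells. Levels of different probe sets depend on their probes, so a line of monocytes that lacks the 6 transcripts was not tested. Monocytes mixed with B cells and cells of the B lineage cannot be told apart by these values. Of the B-cell genes with several probe sets, 57.1% had at least 2 above the upper quartile of all probe sets. These were MS4A1 (4 of 4), CD79A (2 of 2), FCRLA (3 of 3) and CD22 (3 of 4). For them this argues against 1 unspecific probe set. CD79B (1 of 3), PAX5 (1 of 2) and BLK (1 of 2) had only 1, so unspecific probe sets stay open for these.

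CYP1A1 and CYP1B1 were higher in serum with inhibitor. Of the 4 probe sets of CYP1B1, 3 rose against serum only (1.39, 1.30 and 0.94 on the log2 scale), which argues against 1 unspecific probe set. Activation of the aryl hydrocarbon receptor (AhR) by the inhibitor may be a candidate explanation and stays open. Of 8 other AhR targets measured, only the 4 with mean levels above 6 were used. Their median difference from control was −0.026, with 0 of 4 higher. But 3 of the 4 rose against serum only (AHRR, TIPARP and NQO1), where their means were lower than in control. Of the dimmer targets XDH was lower with the inhibitor than in serum only (mean levels of 4.6 and 4.9, limma adjusted p = 0.035), and the others did not pass. No other explanation was tested.

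Hypoxia genes were apart in serum only replicate 1, where 29 of 30 genes of the list were lower than in the other serum only arrays, with a median difference of −0.301 (0.072 between the other two). Over all probe sets the array had a root mean square difference of 0.142 from the other serum only arrays, 0.188 from control and 0.192 from serum with inhibitor, which argues against an array of another group. Genes of the same brightness differed by a median of 0.0046, so they did not share the shift of the hypoxia genes. Quantile normalization between arrays holds such a median near 0, so this value cannot decide whether normalization played a part. An earlier form of that test, in which each array was centred on its median, moved nothing and was replaced after its result was seen. A second hypoxia list was lower by a median difference of −0.269, in 23 of 24 genes, which is consistent with less hypoxia signalling in this bottle, a hypothesis, and oxygen was not measured.

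The same arrays were split in other ways into groups of the same sizes. A count as large as the real one was found in 1 split, the real one, of 56 for serum only against control and for the serum groups. It was also 1 of 100 drawn splits for serum with inhibitor against control. So no other split reached the real counts, and the number of splits limits what this can show. The patterns were not adjusted for their number. The highest other split called 16 probe sets for serum only against control (5292 in the real split), 1 for serum with inhibitor against control (6165) and 2 between the serum groups (7934). For the counts of G2 and M phase, E2F target, splicing, cholesterol, NF-κB, IkB kinase and Erk pathway genes the highest other split gave 0. The other splits mix the real groups and called at most 16 probe sets, so these list counts add no separate evidence.

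The median and the interquartile range of the arrays were set against the scores over 13 arrays, in 4 relations with permutation tests. The interquartile range correlated with the 1st component (Pearson's r = 0.746, permutation p = 0.00522, adjusted p = 0.0196; Spearman's rho = 0.687, permutation p = 0.0117, adjusted p = 0.0234; r = 0.746 without the 2 arrays farthest from the median). For deviations from group means r was 0.242 (permutation p = 0.53, adjusted p = 0.53; rho = 0.286, permutation p = 0.427, adjusted p = 0.569). The array median correlated with the 2nd component (r = 0.684, permutation p = 0.00979, adjusted p = 0.0196; rho = 0.714, permutation p = 0.00838, adjusted p = 0.0234). Without the 2 farthest arrays r was 0.22, so the r of 0.684 rests on those. For deviations from group means r was 0.832 (permutation p = 0.031, adjusted p = 0.124; rho = 0.824, permutation p = 0.00844, adjusted p = 0.0338) and 0.647 without the 2 farthest. The other relations, of the array median with the 1st component and of the interquartile range with the 2nd, had r = 0.248 and −0.265 (permutation p = 0.413 and 0.382, adjusted p = 0.413 for both; rho = 0.258 and 0.0824, permutation p = 0.396 and 0.792, adjusted p = 0.528 and 0.792).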
